# Age‐dependent heat shock hormesis to HSF‐1 deficiency suggests a compensatory mechanism mediated by the unfolded protein response and innate immunity in young *Caenorhabditis elegans*

**DOI:** 10.1111/acel.14246

**Published:** 2024-06-19

**Authors:** Dániel Kovács, János Barnabás Biró, Saqib Ahmed, Márton Kovács, Tímea Sigmond, Bernadette Hotzi, Máté Varga, Viktor Vázsony Vincze, Umar Mohammad, Tibor Vellai, János Barna

**Keywords:** autophagy, *C. Elegans*, cellular stress response, heat shock factor 1, heat shock proteins, heat shock response, hormesis, innate immunity, insulin‐like signaling pathway, intracellular pathogen response, proteostasis, *skn‐1*, thermotolerance, unfolded protein response

## Abstract

The transcription factor HSF‐1 (heat shock factor 1) acts as a master regulator of heat shock response in eukaryotic cells to maintain cellular proteostasis. The protein has a protective role in preventing cells from undergoing ageing, and neurodegeneration, and also mediates tumorigenesis. Thus, modulating HSF‐1 activity in humans has a promising therapeutic potential for treating these pathologies. Loss of HSF‐1 function is usually associated with impaired stress tolerance. Contrary to this conventional knowledge, we show here that inactivation of HSF‐1 in the nematode *Caenorhabditis elegans* results in increased thermotolerance at young adult stages, whereas HSF‐1 deficiency in animals passing early adult stages indeed leads to decreased thermotolerance, as compared to wild‐type. Furthermore, a gene expression analysis supports that in young adults, distinct cellular stress response and immunity‐related signaling pathways become induced upon HSF‐1 deficiency. We also demonstrate that increased tolerance to proteotoxic stress in HSF‐1‐depleted young worms requires the activity of the unfolded protein response of the endoplasmic reticulum and the SKN‐1/Nrf2‐mediated oxidative stress response pathway, as well as an innate immunity‐related pathway, suggesting a mutual compensatory interaction between HSF‐1 and these conserved stress response systems. A similar compensatory molecular network is likely to also operate in higher animal taxa, raising the possibility of an unexpected outcome when HSF‐1 activity is manipulated in humans.

**Abbreviations**
*C. elegans*
: *Caenorhabditis elegans*
DEGs: differentially regulated genes
*E. coli*
: *Escherichia coli*
ER: endoplasmic reticulum
EV: empty vector
FUdR: 5‐fluoro‐2′‐deoxyuridine
GFP: green fluorescent protein
GSEA: Gene Set Enrichment Analysis
HSF1: heat shock factor 1
HSF‐1ΔTAD: C‐terminally truncated HSF1
HSP: heat shock protein
HSR: heat shock response
IlS: insulin‐like signaling
IPR: intracellular pathogen response
*N. paresis*
: *Nematocida parisii*
qPCR: quantitative polymerase chain reaction
RNAi: RNA interference
RNAseq: RNA sequencing
UPR^ER^
: unfolded protein response of the endoplasmic reticulum

## 1 INTRODUCTION

Proteins of living organisms are optimized to function within a narrow temperature range; therefore, a slight increase in temperature can lead to the disruption of protein homeostasis (proteostasis). Upon heat stress, conserved cell protective mechanisms are induced to preserve proteostasis (Kourtis & Tavernarakis, 2011; Higuchi‐Sanabria, Frankino, et al., 2018). These mechanisms include the unfolded protein response of the endoplasmic reticulum (UPR^ER^), the insulin/IGF‐1 (insulin‐like growth factor 1) signaling (IlS) pathway, autophagy (cellular self‐eating), and the heat shock response (HSR). The HSR leads to a robust activation of genes encoding heat shock proteins (HSPs). HSPs function as molecular chaperones that help refold or degrade damaged proteins, thereby contributing to the protection of cells from protein‐damaging stress (Hipp et al., 2019; Somogyvári et al., 2022).

The evolutionarily conserved heat shock transcription factor HSF‐1 acts as a master regulator of HSR (Joutsen & Sistonen, 2019; Kovács et al., 2022). Upon proteotoxic stress, HSF‐1 becomes activated via trimerization and phosphorylation, then translocates into the nucleus to promote the transcription of genes encoding HSPs (Akerfelt et al., 2010). Hence, HSF‐1 has a crucial role in maintaining proteostasis, specifically in the cytoplasm during normal development as well as under conditions of stress and aging (Barna et al., 2012, 2018; Hsu et al., 2003; Kovács et al., 2022; Li et al., 2017; Morimoto, 2020). The cell protective role of HSF‐1 was also described in malignant tumors, designating the protein as a promising target for cancer therapy (Dai & Sampson, 2016; Dong et al., 2019; Whitesell & Lindquist, 2009). The therapeutic potential of HSF‐1 is also significant in preventing ageing and in age‐related neurodegenerative diseases (Roos‐Mattjus & Sistonen, 2021). This raises the importance of determining the effects of HSF‐1 depletion at the organismal level.

Despite extensive research on HSF‐1, there is a discrepancy regarding the effect of HSF‐1 deficiency on the thermotolerance of *C. elegans* (Kyriakou et al., 2022). To date, only two mutant alleles of *hsf‐1* are available. *ok600* is a deletion (possibly null) allele, and animals homozygous for this allele arrest development at the L2‐L3 larval stages (Morton & Lamitina, 2013). *sy441* is a reduction‐of‐function allele predicted to encode an HSF‐1 protein that lacks the transactivation domain, thereby being considered to be defective in heat shock‐induced transcriptional activation (Figure 1a) (Hajdu‐Cronin et al., 2004). Several groups have shown that *hsf‐1*(*sy441*) hypomorph mutants and *hsf‐1*(*RNAi*) (RNA interference) animals are more sensitive to heat shock than wild‐type (Finger et al., 2021; Prahlad et al., 2008; Steinkraus et al., 2008). Controversially, it has also been reported that there is no significant difference between the thermotolerance of wild‐type and *hsf‐1*(*sy441*) mutant animals (Kourtis et al., 2012; McColl et al., 2010). Intriguingly, in some cases, *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals were shown to have increased thermotolerance as compared to wild‐type animals (Golden et al., 2020; Morton, 2013).

**FIGURE 1:**
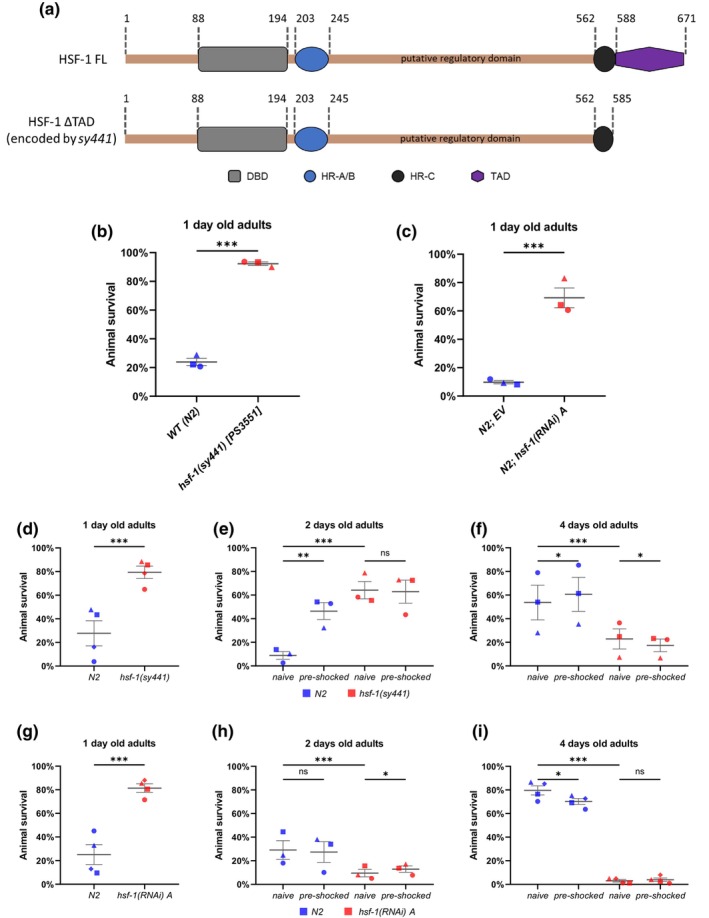
Inactivation of HSF‐1 results in increased thermotolerance in young adult *C. elegans*. (a) Domain organization of full length (FL) and C‐terminally truncated (ΔTAD) CeHSF‐1 proteins. DBD: DNA binding domain, binds the consensus HSE sequence; HR‐A/B oligomerization domain: heptad repeat A (HR‐A) and heptad repeat B (HR‐B) leucine‐zipper domains mediate the trimerization of HSF1. HR‐C heptad repeat domain keeps HSF1 in a monomeric form, due to its interaction with the HR‐A/B domain. TAD: transactivation domain, responsible for transcriptional activation. (b) *hsf‐1*(*sy441*) [PS3551] mutant animals have an increased thermotolerance compared to wild‐type at the 1 day old adult stage (animals were shifted from 20°C to 35°C for 5 h). (c) The increase in thermotolerance can be observed in animals treated with a type of *hsf‐1* RNAi and shifted from 20°C to 35°C for 5 h. (EV = empty vector, control for the RNAi treatment) (d) At the 1st day of adulthood *hsf‐1*(*sy441*) mutant animals tolerate heat stress better than wild‐type (animals were shifted from 20°C to 35°C for 5 h). (e) 2 days old adult *hsf‐1*(*sy441*) mutants still had an increased thermotolerance compared to wild‐type. Preconditioning (heat shock for 30 min. at 35°C, 18 h before the thermotolerance assay) increased the thermotolerance of wild‐type but had no effect on the *hsf‐1*(*sy441*) mutants. (f) By the 4th day of adulthood, the increased thermotolerance of *hsf‐1*(*sy441*) animals disappeared. At this stage the pre‐shock did not increase the survival of either wild‐type or *hsf‐1*(*sy441*) mutant animals. (g) Downregulating *hsf‐1* by using RNA interference also increased the survival rate of 1‐day old *C. elegans* adults under heat‐shock conditions (animals were shifted from 20°C to 35°C for 6 h). (h) 2 day old adult animals treated with *hsf‐1* RNAi had lower thermotolerance compared to control. In this case preconditioning has no effect on either pre‐shocked or naive animals. (i) At the 4 day old adult stage the control group is clearly more tolerant to heat stress than *hsf‐1*(*RNAi*) animals. Pre‐shock has no effect on the animals treated with *hsf‐1* dsRNA, while it slightly lowers the survival rate of untreated *C. elegans*. (b–i) Thermotolerance following a 5 h‐long (6 h long in case of RNAi treatment) heat shock at 35°C. *n* > 3 replicates of 50 animals per strain. Individual data points represent independent trials (the different biological replicates are indicated by different shapes), lines represent means. Significance compared to wild type control was determined using Cochran–Mantel–Haenszel test; * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; error bars represent ± SEM. Source data underlying Figure 1b–i are provided in Table S1. EV = empty vector; *hsf‐1* = heat shock factor 1; RNAi = RNA interference; SEM = standard error of the mean.

In this work, we clarified this discrepancy by showing that the thermotolerance of animals defective for HSF‐1 activity changes at the early adult ages. 1‐day‐old adult worms displayed increased tolerance to heat stress, whereas the thermotolerance of adults at later stages was reduced, as compared to the wild‐type. Furthermore, in 1‐day‐old adults deficient in HSF‐1 function, the activity of genes involved in the innate immune system and UPR^ER^ was elevated relative to control, while induction of these genes was abolished in older animals. We also show that the UPR^ER^ and innate immunity‐related signaling pathway are required for enhanced heat stress resistance in young HSF‐1‐deficient animals. Finally, a C‐terminally truncated form of HSF‐1, encoded by *hsf‐1*(*sy441*), retains its activity to upregulate heat shock protein‐encoding genes, preferentially in the intestine.

## 2 RESULTS

### 2.1 HSF‐1 deficiency results in increased thermotolerance at the first day of adulthood

We determined thermotolerance in *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals at the stage of 1‐day‐old adulthood, using a modified protocol based on the work of Zevian and Yanovitz Zevian and Yanowitz (2014). Surprisingly, we found that both *hsf‐1*(*sy441*) mutant animals and *hsf‐1*(*RNAi*) nematodes tolerate heat stress significantly better than control (wild‐type worms and animals fed with bacteria expressing the empty RNAi vector only, respectively) (Figure 1b,c). To exclude the possibility that the increased thermotolerance observed was caused by a background mutation or the off‐target effect of HSF‐1 depletion, we repeated this set of experiments using a strain that was outcrossed six times with the wild‐type [TTV450 {*hsf‐1*(*sy441*)*x6*}] and another RNAi construct against *hsf‐1* and obtained similar results (Figure S1a,b). We also observed that worms grown on HT115 bacteria (this bacterial strain is commonly used in feeding RNAi experiments) have a higher thermotolerance, a phenomenon that has been described previously (Revtovich et al., 2019). Therefore, we applied a 6‐h‐longer heat shock protocol in all survival assays coupled withRNAi treatment, since after 5 h at 35°C, the survival of control and hsf‐1(RNAi) worms was almost 100% and no significant difference in survival was found between the two groups (Figure S1c). However, when animals were heat‐shocked for 6 h, there was a significant difference in thermotolerance between the survival of control and hsf‐1(RNAi) nematodes. To exclude the possibility that these results were due to some peculiarity of the protocol, we applied another thermotolerance protocol, which monitors the survival of animals exposed to stress at every hour (Bar‐Ziv et al., 2020). Nevertheless, at the first day of adulthood, HSF‐1‐depleted nematodes proved to be more resistant to heat stress than the control at the same stage (Figure S1d,e). It was shown recently that there is a significant decrease in stress tolerance at an early adult stage, the onset of egg‐ (embryo) laying (Labbadia & Morimoto, 2015). This raises the possibility that the increased stress tolerance of worms defective for HSF‐1 function is a consequence of a slower developmental rate as compared to wild‐type. At the time when the thermotolerance assay was performed, wild‐type nematodes had already passed this stage while animals deficient in HSF‐1 function were still at the stress resistant developmental stage. To test this possibility, we determined the thermotolerance of *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) adults at the time of 62, 64, and 71 h after the eggs were laid. According to our results the thermotolerance of *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) worms was elevated at each time point compared to the corresponding controls (Figure S1f,g). We conclude that 1‐day‐old nematodes with HSF‐1 deficiency exhibit an elevated resistance to heat stress as compared with control.

### 2.2 The effect of HSF‐1 deficiency on thermotolerance depends on age

It has been demonstrated that 2‐day‐old *hsf‐1*(*sy441*) mutant adult animals are as tolerant to heat stress as wild‐type at the same stage (McColl et al., 2010). Other groups have shown that *hsf‐1*(*sy441*) mutant nematodes at mid adult stages are more sensitive to heat stress than wild‐type animals (Finger et al., 2021; Prahlad et al., 2008; Steinkraus et al., 2008). These data suggest that the effect of HSF‐1 deficiency on the thermotolerance of nematodes changes at the early adult stages. To test this possibility, we determined the thermotolerance of 1‐, 2‐ and 4‐day‐old adult worms. Due to the severe egg‐laying defective (Egl) phenotype of HSF‐1‐deficient animals, we sterilized worms by growing them on plates supplemented with 5‐fluoro‐2′‐deoxyuridine (FUdR), a potent inhibitor of cell proliferation (Sutphin & Kaeberlein, 2009). Application of the compound repressed premature death in Egl adult hermaphrodites, which was due to young larvae hatched inside their uterus. Figure 1 shows that at the first day of adulthood, the survival of both *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals exposed to heat stress is significantly higher than the corresponding controls (Figure 1d,g). At the second day of adulthood, *hsf‐1*(*sy441*) mutants still tolerated heat stress better than wild‐type nematodes, but the heat tolerance of *hsf‐1*(*RNAi*) animals was lower than that of control fed with bacteria expressing the empty RNAi vector only (Figure 1e,h). This discrepancy was also reflected by the hormetic effect of pre‐stressed worms raised on *E. coli* OP50 versus HT115 (RNAi feeding) bacteria; while a mild stress (35°C, 30 min) 18 h before the assay enhanced the stress tolerance of 2‐day‐old adults fed on OP50 bacteria, the same preconditioning had no effect on the heat tolerance of worms grown on HT115 bacteria (Figure 1e,h). Impact of diet on the survival of *C. elegans* after exposure to heat stress has also been described earlier (Revtovich et al., 2019).

In the case of 4‐day‐old adults, the wild‐type strain was more tolerant to heat stress than *hsf‐1*(*sy441*) mutants (Figure 1f). We observed the same effect when repeating the experiment with *hsf‐1*(*RNAi*) animals at the same adult stage (Figure 1i). As a control test, we investigated whether FUdR influences these results. To this end, we determined the thermotolerance of control and *hsf‐1*(*RNAi*) animals grown on agar plates supplemented with no FUdR by carefully selecting animals that did not show the Egl phenotype. We obtained results that were highly similar to those observed under conditions of applying FUdR. Therefore, we concluded that FUdR does not interfere with the effect of HSF‐1 deficiency on the thermotolerance of animals at the stages assayed (Figure S2b). Taken together, these results indicate that HSF‐1 deficiency inversly influences thermotolerance at early (1 day) and mid (2–4 days) adult stages.

### 2.3 Genes involved in stress response‐ and innate immunity‐related pathways are upregulated in *hsf‐1*(*sy441*) mutant animals

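Whole adult *C. elegans* were sampled on day 1 of adulthood in 4 groups of 3 samples. Wild-type (N2) animals and *hsf-1*(*sy441*) mutants were kept at 20 °C, and animals of both genotypes were heat shocked at 35 °C for 30 min and left to recover at 20 °C for 1 h. The product of the sy441 allele is considered to lack the transcription activation domain of HSF-1. Each library holds RNA of all tissues of the animal, of the germ line and of the embryos in the uterus. Poly-A mRNA was sequenced on a NovaSeq instrument as paired-end reads, and the authors mapped the reads with HISAT2 to the WBcel235 genome build and counted them per gene with HTSeq. The values used here are these raw counts for 46934 genes. Neither the strand setting nor the handling of reads that map to several genes is given for the counts, so values of near-identical genes, such as those of the major sperm proteins and the core histones, are less certain than others. Total counts per library ran from 68188334 to 109248499, with a median of 79763950. The differential expression tests were made with edgeR's quasi-likelihood F test on 17946 genes that had enough counts, with TMM scaling and all 12 libraries in a single fit, and p-values were adjusted by the Benjamini-Hochberg method. Genes at an adjusted p under 0.05 were called higher or lower. CPM values are scaled by TMM, and positions refer to WBcel235. Squared differences between replicates of a group were 15.3 to 279 times those that sampling of the counts gives, in the median over the 12379 to 14033 genes with enough counts in each pair, which says little about genes with few counts. These differences were scaled by total counts and not by TMM, so they include shifts that TMM removes. The p-values measure the spread between these samples, which may be technical in part, since the replicates are labelled biological but it is not stated whether they are separate cultures. Genotype separated the libraries on the first principal component, which held 34.4% of the variance, with the 6 wild-type libraries between -96.8 and -37.4 and the 6 mutant libraries between 40.1 and 82.8. On the second component, with 17% of the variance, N2 control replicate 3 lay at -62.9 and N2 heat shock replicate 1 at -80.1, each far from the other libraries of its group, and sy441 heat shock replicate 1 lay at -61.4. Ribosomal RNA took 8.08% of the counts in sy441 control replicate 1 and 7.87% in sy441 heat shock replicate 1, and between 1.05% and 4.41% in the other libraries.

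**Figure D1:**
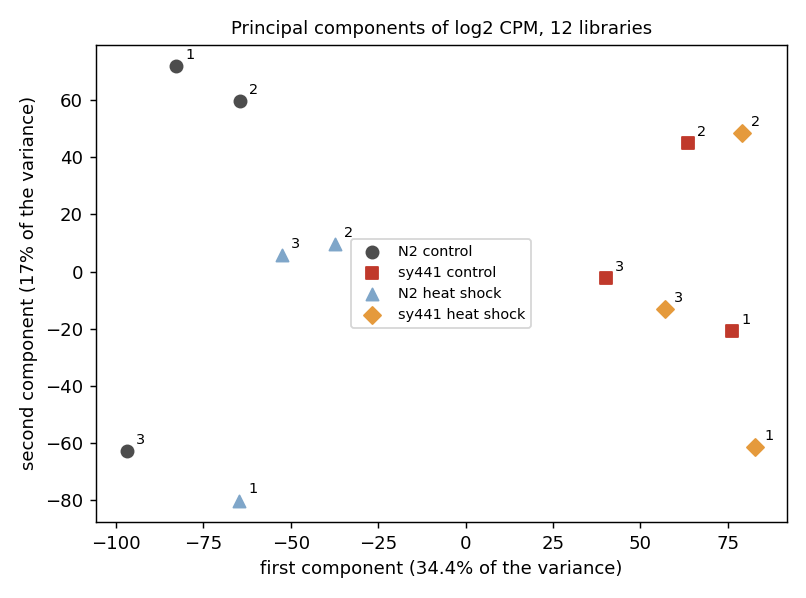
First and second principal components of log2 CPM, with 34.4% and 17% of the variance, for the 12 libraries. Each point is a library, its shape and color give the group, and the digit beside it is the replicate number. All wild-type libraries lie at -37.4 or less on the first component and all mutant libraries at 40.1 or more.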

To explore how HSF‐1 deficiency can lead to increased thermotolerance at the first day of adulthood, we performed an RNAseq analysis in wild type versus *hsf‐1*(*sy441*) mutant genetic backgrounds under normal (20°C) and heat‐shocked conditions. 

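At 20 °C, 1120 genes were higher and 106 were lower in *hsf-1*(*sy441*) mutants than in wild type, so that 91.4% of the called genes were higher. The gene with the smallest adjusted p was *C38D9.2* (WBGene00008010, chromosome V from 17567150 to 17571742), with 292 ± 33.6 CPM (SD, n = 3) in the mutants and 0.213 ± 0.0566 CPM (SD, n = 3) in wild type (log2 fold change 10.4, standard error 0.37, edgeR adjusted p = 5.62e-09). Its neighbor *C38D9.13* had a log2 fold change of 10.3 (edgeR adjusted p = 6.66e-05). Several of the largest rises were in genes without a single count in the 3 wild-type libraries. Against a floor of 3 counts over the group, *AC8.10* was at least 800-fold higher (edgeR adjusted p = 0.0449, and not called in any of the 6 fits that leave out 1 library), *C54E10.1* at least 164-fold (edgeR adjusted p = 0.0063), the C-type lectin gene *clec-79* at least 96.2-fold, the SET domain gene *set-33* at least 95.6-fold and *pals-37* at least 84.9-fold. Bounds of this kind cover counting error only. *F07B7.1* and *W09B7.1*, whose sequences are close enough that they may share reads, had log2 fold changes of 8.0 and 7.93. Among the 106 lower genes, *hpo-25* was at least 208-fold lower (edgeR adjusted p = 0.00807), without a count in the mutants, and the C-type lectin gene *clec-190* fell from 325 ± 175 to 42.6 ± 31.8 CPM (SD, n = 3; log2 fold change -2.93, edgeR adjusted p = 0.00985). *T06G6.6* (-3.43), *T12A2.3* (-2.59) and the bestrophin gene *best-26* (-2.31) were further large falls on the log2 scale; the call of *clec-190* ended without N2 control replicate 3, that of *pals-37* without N2 control replicate 1 or sy441 control replicate 1, and those of *T06G6.6* and *best-26* in 4 of the 6 fits that leave out 1 library. The libraries of the groups did not overlap for 29.8% of the tested genes, against 10% by chance. The median log2 fold change over all tested genes was 0.13 with TMM scaling and 0.035 with RLE size factors. Over all genes with a count it was 0 both with TMM scaling and in DESeq2, so that value does not compare the scalings. DESeq2 called 1940 genes higher and 615 lower, 75.9% of them higher. The number of called genes was 280 without sy441 control replicate 1, 342 without N2 control replicate 1, 510 without N2 control replicate 2, 573 without sy441 control replicate 3 and 786 without sy441 control replicate 2.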

We found that under physiological conditions the expression of several genes becomes elevated in *hsf‐1*(*sy441*) mutants as compared to wild type (Figure 2a, Tables S4 and S5).

**FIGURE 2:**
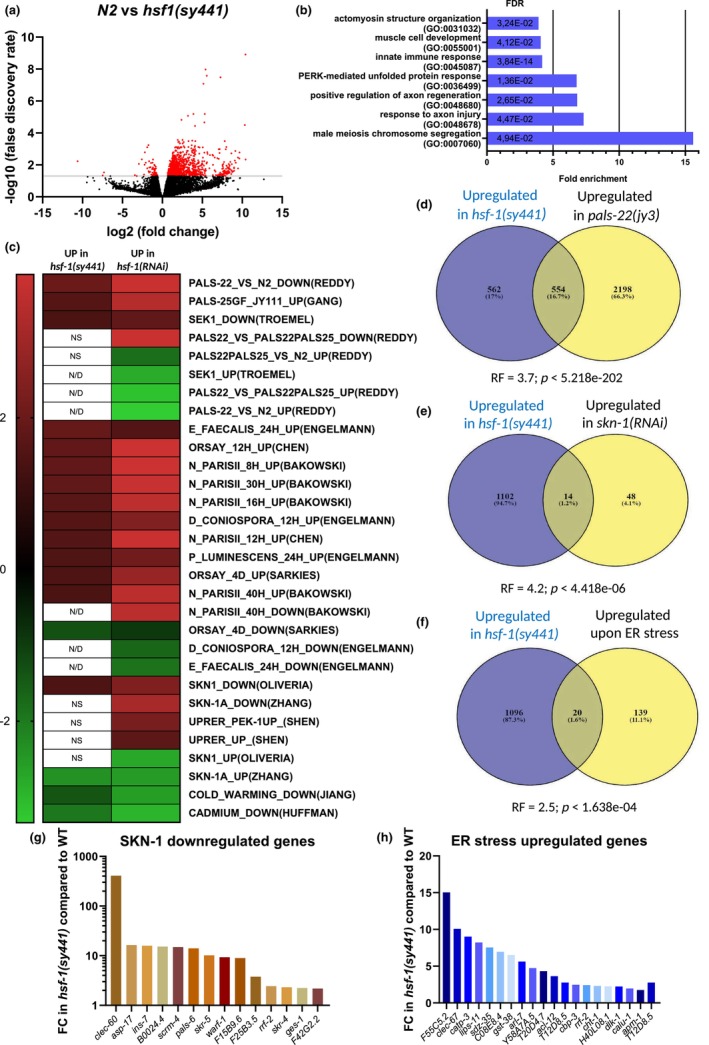
Genes involved in distinct stress and immunity related pathways are upregulated in *hsf‐1*(*sy441*) mutant animals. (a) RNA‐Seq volcano plot showing log_2_‐fold change in expression levels of genes (FDR <0.05) differentially regulated (1116 up‐regulated; 72 down‐regulated) in 1 day old *hsf‐1*(*sy441*) mutant adults compared to wild‐type (N2) at 20°C. (b) GO enrichment analysis shows that genes involved in PERK‐mediated UPR and related to innate immune response are enriched among differentially expressed genes. Horizontal axis shows the fold enrichment. (c) Genes transcriptionally upregulated in *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) genetic backgrounds correlate with genes that are up‐ or downregulated in response to pathogens, abiotic stresses or conserved regulators of cellular stress response pathways. Analysis was performed using the GSEA 4.3.2 software package (see the Materials and Methods). Correlation was quantified as a Normalized Enrichment Score (NES). NES is positive (red) when a gene set show correlation with upregulated genes, while NES is negative (green) when a gene set show correlation with downregulated genes. Cells are white if no significant correlation was detected (FDR >0.25, or nominal *p*‐value >0.05) or NES values are not available (N/D). Gene sets used are available in Table S5. For more details, see Table S6. (d–f) Venn diagrams showing that genes upregulated in *hsf‐1*(*sy441*) mutants compared to wild‐type animals have a significant overlap with genes upregulated in *pals‐22*(*jy3*) mutants compared to wild‐type (RF = 3.7; *p* < 5.218e‐202) (d), with genes upregulated in *skn‐1*(*RNAi*) compared to EV control (RF = 4.2; *p* < 4.418e‐06) (E) or with genes induced upon ER stress that are dependent on IRE‐1, PEK‐1 or ATF‐6 signaling (RF = 2.5; *p* < 1.638e‐04) (f). (g) Diagram showing the relative levels of genes significantly upregulated in both, *hsf‐1*(*sy441*) mutant and *skn‐1*(*RNAi*) backgrounds. FC and FDR were calculated by edgeR (see Materials and Methods and Table S4). (h) Diagram showing the relative levels of genes significantly upregulated in both, *hsf‐1*(*sy441*) mutant and upon ER stress. FC and FDR was calculated by edgeR (see Materials and Methods and Table S5). Source data underlying Figure 2a,b are provided in Table S4. Source data underlying Figure 2c are provided in Table S7. Source data underlying Figure 2d–f are provided in Tables S5 and S8; FDR = false discovery rate; *hsf‐1* = heat shock factor 1; RNAi = RNA interference; GO = Gene Ontology.

An overrepresentation test using Panther (Mi et al., 2021) showed that genes involved in male meiosis chromosome segregation, the regulation of axon regeneration, PERK‐mediated unfolded protein response, innate immunity, muscle cell development, and actomyosin structure organization are overrepresented among those activated in the *hsf‐1*(*sy441*) mutant genetic background (Figure 2b). 

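A part of the genes of sperm and of muscle was higher in the mutants at 20 °C. Of 54 tested sperm genes, 30 were higher and none was lower in *hsf-1*(*sy441*) mutants (40 higher when adjusted over the list alone), with a median log2 fold change of 3.93. The list holds the genes of the major sperm proteins, the cytoskeletal proteins that move nematode sperm, and 24 of the 28 tested *msp* genes were higher, with a median log2 fold change of 4.18. Among the 26 other sperm genes, 6 were higher, with a median of 1.64 and no lower gene. Together the *msp* genes gave 1.67 to 23.4 CPM in the wild-type libraries and 151 to 349 CPM in the mutant libraries. *msp-31* had a log2 fold change of 4.07 (edgeR adjusted p = 0.0016), *msp-40* of 4.6 (edgeR adjusted p = 0.003) and *ssp-9*, a gene of the sperm-specific SSP family, of 3.88 (edgeR adjusted p = 0.00404). Of 40 genes of muscle and actomyosin, 14 were higher and none was lower (25 higher when adjusted over the list alone), with a median log2 fold change of 0.797. *unc-60* (WBGene00006794, chromosome V from 1475086 to 1479576), which encodes the actin regulator cofilin, reached 86.9 ± 7.76 CPM (SD, n = 3) in the mutants and 34.5 ± 7.25 CPM (SD, n = 3) in wild type (log2 fold change 1.33, standard error 0.219, edgeR adjusted p = 0.00477). The other muscle genes with the smallest adjusted p were *dim-1*, of the muscle cell cortex (log2 fold change 0.93, edgeR adjusted p = 0.00594), *myo-3*, which encodes a myosin heavy chain of the body wall muscle (log2 fold change 1.22, edgeR adjusted p = 0.00732), and *tni-3*, which encodes a troponin I (log2 fold change 1.39, edgeR adjusted p = 0.0107). Limma's camera compares a list with all other genes at a preset correlation of 0.01. By camera the sperm list was higher with an adjusted p of 7.39e-21 over 28 lists and the muscle list with 2.36e-08. With correlations estimated from the data, 0.487 and 0.31, both lists had adjusted p = 0.475 by camera. Both lists were fixed before the data were examined. The paper already reports terms of male meiosis, muscle and actomyosin for the same samples, so the lists are no independent test. Called sperm genes numbered 4 without N2 control replicate 1, 12 without sy441 control replicate 1 and 14 without either of the other mutant replicates, and called muscle genes numbered 0 without N2 control replicate 1 or sy441 control replicate 1, 2 without N2 control replicate 2, 3 without sy441 control replicate 3 and 9 without sy441 control replicate 2. Without sy441 control replicate 1 the median log2 fold change of the muscle list was 0.383. The *msp* genes are near-identical copies, so a value of a single one may include reads of others. The Panther terms were not analysed here.

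**Figure D2:**
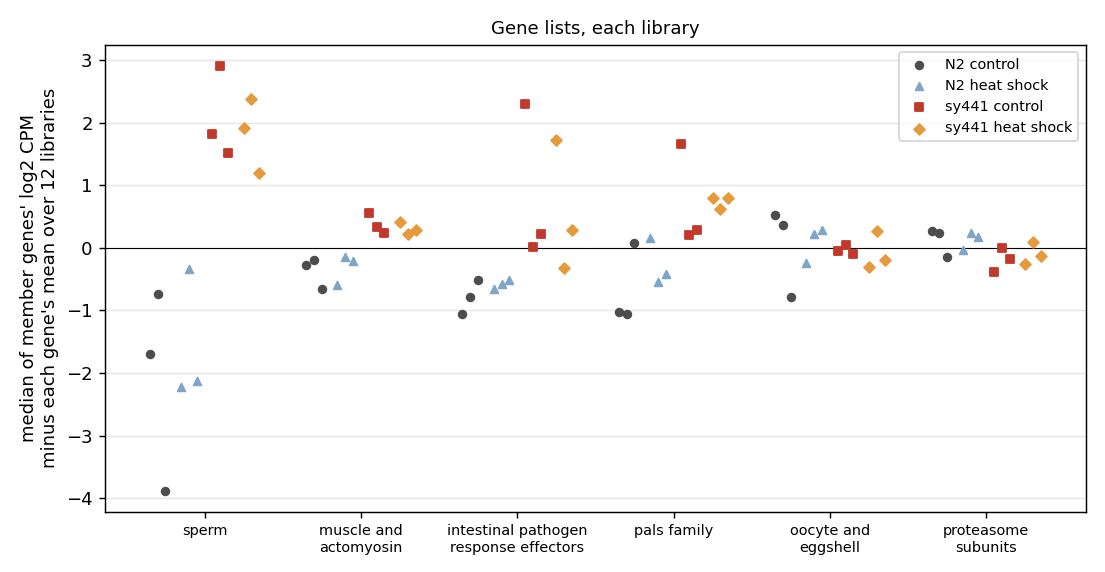
Vertical axis, for each library, the median over a list's genes of the log2 CPM minus the gene's mean over the 12 libraries; horizontal axis, 6 gene lists. Each point is a library, its shape and color give the group, and the points of a group stand in the order of their replicate numbers. In the sperm and muscle lists every mutant library lies above every wild-type library, and in the intestinal pathogen response list replicate 1 of both mutant groups lies above the other replicates.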

Interestingly, several stress‐response pathways were also upregulated in *hsf‐1*(*sy441*) mutant animals. These include, for example, the UPR^ER^ (e.g., *calu‐1*, *lips‐11*, and *warf‐1*), autophagy (e.g., *sqst‐1/p62*), ubiquitin‐dependent proteolysis (*skr‐4* and *5*) and IIS (e.g., *sod‐3* and *gst‐10*) (Table S5). 

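All 8 of these stress response genes were higher in *hsf-1*(*sy441*) mutants than in wild type at 20 °C. The paper names them as upregulated on the same samples, so their direction is no independent evidence. Of the genes named for the UPR of the ER, *calu-1* (WBGene00019760, chromosome X from 4969529 to 4970913) encodes calumenin, a calcium-binding protein of the secretory pathway, and had 174 ± 25.4 CPM (SD, n = 3) in the mutants and 88.4 ± 24.2 CPM (SD, n = 3) in wild type (log2 fold change 0.97, standard error 0.235, edgeR adjusted p = 0.0284). *lips-11* (WBGene00020472, chromosome II from 1108841 to 1111001), which encodes a lipase-related protein, rose from 0.419 ± 0.187 to 3.43 ± 0.789 CPM (SD, n = 3; log2 fold change 3.03, standard error 0.441, edgeR adjusted p = 0.00234). The ARF-like GTPase gene *warf-1* (WBGene00000190, chromosome IV from 7634786 to 7635712) had 5.76 ± 5.32 CPM (SD, n = 3) in the mutants and 0.62 ± 0.47 CPM (SD, n = 3) in wild type (log2 fold change 3.22, standard error 0.724, edgeR adjusted p = 0.0217). *sqst-1*, which encodes the autophagy receptor p62 (WBGene00011737, chromosome IV from 12034282 to 12036891), had 68.4 ± 42.9 against 27 ± 2.29 CPM (SD, n = 3; log2 fold change 1.34, standard error 0.351, edgeR adjusted p = 0.0386), with 118 CPM in sy441 control replicate 1 and 47.8 and 39.8 CPM in the others. The Skp1-related genes *skr-4* (WBGene00004810, chromosome V from 19924224 to 19925033) and *skr-5* (WBGene00004811, chromosome V from 17347902 to 17348723), whose products belong to ubiquitin ligases, had log2 fold changes of 1.2 (standard error 0.262, edgeR adjusted p = 0.0195) and 3.34 (standard error 0.758, edgeR adjusted p = 0.0229). *sod-3* (WBGene00004932, chromosome X from 17092753 to 17094306), the gene of a mitochondrial manganese superoxide dismutase, rose from 0.509 ± 0.309 to 3.82 ± 0.946 CPM (SD, n = 3; log2 fold change 2.9, standard error 0.491, edgeR adjusted p = 0.00548), and *gst-10* (WBGene00001758, chromosome V from 2561690 to 2564645), the gene of a glutathione S-transferase, from 13.3 ± 3.88 to 41.6 ± 8.21 CPM (SD, n = 3; log2 fold change 1.65, standard error 0.322, edgeR adjusted p = 0.0112). Of 16 tested DAF-16 targets, 4 were higher and none was lower (6 higher when adjusted over the list alone), *sod-3* and *gst-10* among them, with *ctl-2* (1.58) and the ferritin gene *ftn-1* (1.99 on the log2 scale); by limma's camera adjusted p = 0.0039, and adjusted p = 0.561 with an estimated correlation. Called DAF-16 targets numbered 1 without N2 control replicate 1, N2 control replicate 2 or sy441 control replicate 1 and 2 without sy441 control replicate 3, and the list's median log2 fold change of 0.944 was 0.38 without sy441 control replicate 1. Of 28 canonical genes of the UPR of the ER, edgeR called none, at an unadjusted p under 0.05 2 were higher and 1 was lower, and DESeq2 called 1 lower; *hsp-4*, the gene of the ER chaperone BiP, had a log2 fold change of -0.08 (edgeR adjusted p = 0.916). Of 28 autophagy genes, *sqst-1* was higher and *bec-1* was lower, the latter not without N2 control replicate 3 or any 1 of the sy441 control replicates, without filter or with the replicate block. Without sy441 control replicate 1, only *lips-11* and *sod-3* of the 8 named genes kept an adjusted p under 0.05, and the log2 fold change was 0.51 for *sqst-1*, 0.66 for *calu-1*, 0.78 for *skr-4*, 1.31 for *gst-10*, 1.92 for *warf-1* and 2.54 for *skr-5*. Leaving out N2 control replicate 2 ended the calls of the same 6 genes, N2 control replicate 1 those of *calu-1*, *sqst-1*, *skr-4*, *skr-5* and *gst-10*, sy441 control replicate 3 those of *calu-1* and *skr-4*, and N2 control replicate 3 that of *sqst-1*.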

Another group of differentially regulated genes is related to immune response, including lysozymes (*lys‐1*, *lys‐2*, *lys‐7*, and *lys‐8*), *cnc‐2* encoding for a bacteriocin, components of activator protein 1 (AP1), such as *jun‐1* and *fos‐1*, infection response *irg‐2*, fungus‐induced *fipr‐22 and fipr‐23*, CUB domain‐containing protein‐encoding *dod‐22* and *dct‐17*, and F‐box domain‐containing protein‐encoding *fbxa‐58* and *fbxa‐59* (Table S5).

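Of these 14 immune response genes, 13 were matched to a tested gene, and all 13 were higher in *hsf-1*(*sy441*) mutants than in wild type at 20 °C. This is no independent evidence, as the paper names them for their rise in the same samples. The lysozyme genes *lys-1*, *lys-2*, *lys-7* and *lys-8*, whose products break down bacterial cell walls, were all higher. *lys-7* (WBGene00003096, chromosome V from 3481432 to 3482600) had 316 ± 174 CPM (SD, n = 3) in the mutants and 67.6 ± 16.2 CPM (SD, n = 3) in wild type (log2 fold change 2.22, standard error 0.379, edgeR adjusted p = 0.00564), and *lys-8* (WBGene00003097, chromosome II from 5586178 to 5587651) rose from 67.2 ± 19.3 to 230 ± 83.9 CPM (SD, n = 3; log2 fold change 1.77, standard error 0.322, edgeR adjusted p = 0.00795). The log2 fold change was 1.82 for *lys-1* (edgeR adjusted p = 0.0163) and 2.05 for *lys-2* (edgeR adjusted p = 0.0189). Over all 13 tested lysozyme genes, 4 were higher, the same 4 that the paper names, and none was lower (5 higher and 1 lower when adjusted over the list alone), and by limma's camera the list did not pass the test (adjusted p = 0.0824). It did without N2 control replicate 2 (0.0468), without sy441 control replicate 1 (0.0248) and without sy441 control replicate 1 and sy441 heat shock replicate 1, a pair chosen after seeing the data (0.00708). *dct-17* (WBGene00009431, chromosome V from 13727761 to 13730784) rose from 4.14 ± 0.854 to 20.4 ± 12.5 CPM (SD, n = 3; log2 fold change 2.3, standard error 0.371, edgeR adjusted p = 0.00432). The genes of the transcription factor AP1 had the smallest changes of the 13, with a log2 fold change of 1.28 for *jun-1* (edgeR adjusted p = 0.0135) and 1.02 for *fos-1* (edgeR adjusted p = 0.02). The antimicrobial peptide gene *cnc-2* (2.84 on the log2 scale, edgeR adjusted p = 0.0159), *fipr-22* (1.77, 0.0243) and *fipr-23* (2.7, 0.0176) belong to a list of antimicrobial peptides, of which 6 of 50 were higher and none was lower (12 higher when adjusted over the list alone; by limma's camera adjusted p = 0.00701, and adjusted p = 0.804 with an estimated correlation). Of 18 intestinal effectors of the response to pathogens, 6 were higher and none was lower (14 higher when adjusted over the list alone), with a median log2 fold change of 2.13, among them *irg-2* (3.56, edgeR adjusted p = 0.00959), *dod-22* (3.28, edgeR adjusted p = 0.0288) and the C-type lectin gene *clec-60*, which was at least 49.1-fold higher. By limma's camera this list was higher with an adjusted p of 1.29e-05, and adjusted p = 0.561 with an estimated correlation. The F-box gene *fbxa-59* had a log2 fold change of 1.44 (edgeR adjusted p = 0.0488). The gene matched to *fbxa-58* by its coordinates, with 13 counts over the 12 libraries, was too low to be tested. It is not among the paper's 1116 higher genes, which were all tested here, so the match is uncertain. Without sy441 control replicate 1, called genes among the intestinal effectors numbered 1, and the list's median log2 fold change was 0.694. None was called without N2 control replicate 1, 1 without N2 control replicate 2 and 3 without N2 control replicate 3. Of the antimicrobial peptide genes, 0 were called without N2 control replicate 1 (where by limma's camera adjusted p = 0.0615), N2 control replicate 2 or sy441 control replicate 1, 1 without sy441 control replicate 3 and 4 without sy441 control replicate 2. *lys-7* and *dct-17* stayed past the threshold in each of the 6 fits that leave out 1 library, while the calls of *lys-1*, *lys-2*, *cnc-2*, *jun-1*, *fos-1*, *fipr-22*, *fipr-23*, *dod-22* and *fbxa-59* ended without N2 control replicate 1, N2 control replicate 2 or sy441 control replicate 1. The call of *lys-8* ended without sy441 control replicate 1, that of *irg-2* without N2 control replicate 1, those of *lys-1* and *dod-22* also without N2 control replicate 3, those of *jun-1*, *fos-1*, *fipr-22*, *fipr-23* and *fbxa-59* also without sy441 control replicate 3, and those of *fipr-22* and *fbxa-59* also without sy441 control replicate 2.

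**Figure D3:**
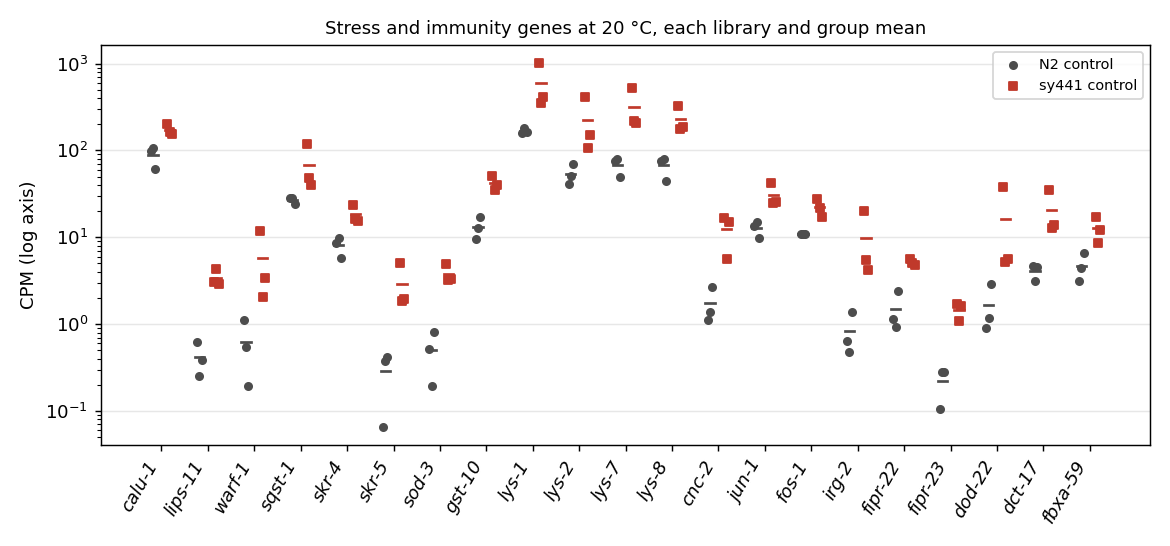
Vertical axis, CPM on a log axis; horizontal axis, 21 tested stress and immunity genes at 20 °C. Each point is a library, circles are wild type and squares are the mutants, and each bar is the mean of a group's 3 libraries. sy441 control replicate 1 is the leftmost square of each gene and has the highest value for *lys-1*, *lys-2* and *lys-7*, at 1020, 409 and 517 CPM.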

Next, we compared differentially regulated genes (DEGs) in both *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals (Brunquell et al., 2016) to a gene set collection containing DEGs from published RNAseq data, using Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005). These sets involve genes regulated in response to infection by a variety of pathogens, abiotic stresses, and conserved regulators of cellular stress response pathways (Table S5). The analysis revealed that in both *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals those genes are activated, which are either turned on during infection by various pathogens (e.g., Orsay virus, *N. parisii*), regulated by an innate immunity‐related proteins (e.g., SEK‐1, PALS‐22 and PALS‐25), or inhibited by Skn1/Nrf2 signaling (SKN‐1 mediates the response of nematodes to oxidative stress) (Figure 2c and Tables S6 and S7). We also found that genes upregulated in *hsf‐1*(*RNAi*) animals are enriched in the gene set upregulated by the ER stress inducer tunicamycin (Shen et al., 2005). This suggests that genes involved in the UPR^ER^ are induced in HSF‐1‐depleted animals (Figure 2c and Table S7).

Using available RNAseq data from the literature (see Table S8), we performed a Venn analysis and found that there is a significant overlap between genes upregulated in *hsf‐1*(*sy441*) and *pals‐22*(*jy3*) mutants (Figure 2d and Table S8). Similarly, several genes were commonly activated in the *hsf‐1*(*RNAi*) and *pals‐22*(*jy3*) mutant backgrounds (Table S8). PALS‐22 is a negative regulator of the intracellular pathogen response (IPR), a recently identified transcriptional response to several natural intracellular pathogens of *C. elegans* (Reddy et al., 2017, 2019). This finding implies that HSF‐1, either directly or indirectly, inhibits a significant number of genes involved in the IPR. 

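In *hsf-1*(*sy441*) mutants at 20 °C, a part of the genes of the intracellular pathogen response was higher than in wild type. Of 25 tested *pals* genes, 7 were higher and none was lower (10 higher when adjusted over the list alone), with a median log2 fold change of 1.43. They include *pals-6* (WBGene00007660, chromosome I from 13136390 to 13138544), an inducible gene of the response, which rose from 0.127 ± 0.0128 to 1.8 ± 1.5 CPM (SD, n = 3; log2 fold change 3.81, standard error 0.771, edgeR adjusted p = 0.0133). The regulators of the response themselves did not pass the test: *pals-22* had a log2 fold change of -0.49 (edgeR adjusted p = 0.329) and its antagonist *pals-25* of -0.16 (edgeR adjusted p = 0.827). Of 22 other genes of the response, 3 were higher and none was lower (7 higher when adjusted over the list alone), with a median log2 fold change of 1.26; besides *skr-4* and *skr-5*, *B0507.6* was higher by 3.35 on the log2 scale. By limma's camera, the pals list was higher with an adjusted p of 0.00081 and the list of other genes with 0.0039, and for both lists adjusted p = 0.561 with an estimated correlation. *pals-6* had 3.53 CPM in sy441 control replicate 1 and 0.823 and 1.06 CPM in the others, and its call ended without that library, N2 control replicate 1 or N2 control replicate 2. Called *pals* genes numbered 0 without N2 control replicate 1 or sy441 control replicate 1, 1 without N2 control replicate 2, 3 without sy441 control replicate 3 and 4 without sy441 control replicate 2, with a median of 0.702 without sy441 control replicate 1 and 2.71 without N2 control replicate 3. Of the other genes of the response, 0 were called without N2 control replicate 1, N2 control replicate 2 or sy441 control replicate 1, 2 without sy441 control replicate 3 and 6 without N2 control replicate 3, and the median was 0.717 without N2 control replicate 1 and 0.516 without sy441 control replicate 1. The genes upregulated in *pals-22*(*jy3*) mutants were not analysed here, because only a part of that list was at hand. From the overlap of the genes upregulated in both mutants and the role of PALS-22 as a negative regulator, the paper proposes that HSF-1 inhibits many genes of the response, directly or indirectly.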

Comparing gene sets downregulated by HSF‐1 and SKN‐1 led to the identification of genetic factors that are activated in both *hsf‐1*(*sy441*) mutant and *skn‐1*(*RNAi*) genetic backgrounds (Figure 2e,g and Table S8). 

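Of the 61 tested genes of the list of genes upregulated in *skn-1*(*RNAi*) animals, 14 were higher in *hsf-1*(*sy441*) mutants at 20 °C, where 3.81 would be expected by chance (ratio 3.68, p = 1.78e-05 from a one-sided Fisher's exact test, 0.000107 adjusted over 6 overlaps tested). Among the 14 are genes of varied function. *asp-17*, which encodes an aspartyl protease, had a log2 fold change of 4.04 (edgeR adjusted p = 0.0249), the insulin-like gene *ins-7* of 3.99 (edgeR adjusted p = 0.00411) and *B0024.4* of 3.94 (edgeR adjusted p = 0.00623). The phospholipid scramblase gene *scrm-4* (WBGene00008681, chromosome I from 11680899 to 11682441) had 55.6 ± 6.51 CPM (SD, n = 3) in the mutants and 3.77 ± 0.472 CPM (SD, n = 3) in wild type (log2 fold change 3.88, standard error 0.288, edgeR adjusted p = 1.12e-05). *F15B9.6* (3.16), *F25B3.5* (1.9), *rrf-2*, which encodes an RNA-directed RNA polymerase (1.26), the intestinal esterase gene *ges-1* (1.15) and *F42G2.2* (1.11) were also higher on the log2 scale. Adjusted over the list alone, 23 genes were higher and 2 were lower, and by limma's camera the list was higher (adjusted p = 0.00106, and adjusted p = 0.475 with an estimated correlation). *skn-1* itself had a log2 fold change of 0.23 (edgeR adjusted p = 0.788). The 14 genes shown in Figure 2g were all called here, which is not independent evidence, since the study chose them on these samples. The overlap was 4 genes without sy441 control replicate 1, N2 control replicate 1 or N2 control replicate 2, with p from 0.00757 to 0.0402 in the same exact test, the call of *asp-17* ended without any of these 3 libraries or N2 control replicate 3, and *ins-7* and *scrm-4* kept an adjusted p under 0.05 in each of the 6 fits that leave out 1 library.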

Of note, genes involved in the UPR^ER^ and genes upregulated in the *hsf‐1*(*sy441*) mutant background exhibit a significant overlap (Figure 2f,h and Table S8). Together, HSF‐1 and SKN‐1 inhibit an overlapping set of genes, and several UPR‐related genes are activated in animals defective for HSF‐1 function.

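Of the 157 tested genes of the list of genes induced by ER stress, 21 were higher in *hsf-1*(*sy441*) mutants at 20 °C, where 9.8 would be expected by chance (ratio 2.14, p = 0.000771 from a one-sided Fisher's exact test). *catp-3* (WBGene00015660, chromosome V from 8076012 to 8079916), which encodes a P-type cation transporter, had 42.3 ± 21.4 CPM (SD, n = 3) in the mutants and 4.69 ± 1.62 CPM (SD, n = 3) in wild type (log2 fold change 3.17, standard error 0.447, edgeR adjusted p = 0.00188). *F55C5.2* had a log2 fold change of 3.92 (edgeR adjusted p = 0.034), the C-type lectin gene *clec-67* of 3.34 (edgeR adjusted p = 0.0351), and *C08E8.4* had 2.8 (edgeR adjusted p = 0.00326). The list also holds the glutathione S-transferase gene *gst-38* (2.71), the ARF-like gene *arl-7* (2.49), the acyltransferase gene *acl-12* (1.87), the chitinase gene *cht-1* (1.19) and *apm-1*, which encodes a subunit of a clathrin adaptor (0.81 on the log2 scale), all of them called higher. As a whole the list did not differ from other genes by limma's camera (median log2 fold change 0.011, adjusted p = 0.839), and 21 genes were higher and 2 were lower when adjusted over the list alone. All 19 genes of Figure 2h were called here, a list that the study chose on these samples, so their direction is not independent evidence. The overlap was 3 genes without N2 control replicate 1 (p = 0.357), without sy441 control replicate 1 (p = 0.323) and without N2 control replicate 2, where 3.32 were expected (p = 0.649, each from the same exact test), and 13 genes with the replicate number as a block (p = 0.11), a pairing that these libraries do not all show (r = -0.01, 0.16 and 0.2 for equal numbers). *catp-3*, *lips-11* and *C08E8.4* were the genes of Figure 2h that passed the threshold in each of the 6 fits that leave out 1 library.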

### 2.4 Genes encoding for HSPs are upregulated in *hsf‐1*(*sy441*) mutant animals

Upon heat shock, genes involved in stress response and innate immune response are upregulated by HSF‐1 (Figure 3a,b). 

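In wild type, heat shock raised 140 genes and lowered 40 (DESeq2 called 360 higher and 170 lower). Genes of inducible and cytosolic heat shock proteins, the chaperones that bind unfolded proteins, formed the strongest group: 8 of 26 were higher and none was lower (16 higher when adjusted over the list alone), with a median log2 fold change of 1.27 (by limma's camera adjusted p = 1.33e-50, and adjusted p = 0.000631 with an estimated correlation). Of the 157 genes of the ER stress list, 11 were higher and none was lower (19 higher when adjusted over the list alone; by limma's camera adjusted p = 2e-10, and adjusted p = 0.0209 with an estimated correlation). Its calls numbered 5 without N2 control replicate 2, 7 without N2 control replicate 1, N2 heat shock replicate 2 or N2 heat shock replicate 3, and 8 without N2 heat shock replicate 1. *cdr-4*, a gene of the cadmium-responsive family, rose from 18.9 ± 11 to 239 ± 20.4 CPM (SD, n = 3; log2 fold change 3.66, standard error 0.394, edgeR adjusted p = 0.000518), and *lips-11* had a log2 fold change of 3.29 (edgeR adjusted p = 0.0027). Of 28 canonical genes of the UPR of the ER, 2 were higher (3 when adjusted over the list alone): *hsp-4* (log2 fold change 1.48, edgeR adjusted p = 0.0301) and the choline kinase gene *ckb-2* (log2 fold change 1.56, edgeR adjusted p = 0.0064); for this list by limma's camera adjusted p = 0.000184, and adjusted p = 0.857 with an estimated correlation. The autophagy receptor gene *sqst-1* was the only called gene of 28 in its list (log2 fold change 2.24, edgeR adjusted p = 0.00915). Among genes of innate immunity, 1 of 18 intestinal effectors was higher, the infection response gene *irg-2* (log2 fold change 5.22, standard error 0.723, edgeR adjusted p = 0.00329), while edgeR called none of 50 antimicrobial peptide genes (3 higher at an unadjusted p under 0.05, 1 by DESeq2), none of 13 lysozyme genes (1 lower at an unadjusted p under 0.05, 1 lower by DESeq2) and none of 25 *pals* genes (4 higher at an unadjusted p under 0.05, none by DESeq2). Of 22 other genes of the intracellular pathogen response, 1 was higher (2 when adjusted over the list alone, 2 by DESeq2). That list had 0 calls without N2 control replicate 1 or 2 or N2 heat shock replicate 2. The largest rises included *Y53F4B.24*, which was at least 1850-fold higher, the acyl-CoA synthetase gene *acs-15*, at least 496-fold higher, and the F-box gene *fbxa-163*, with a log2 fold change of 7.8 (edgeR adjusted p = 0.00178). *Y53F4B.24* and *acs-15* had no count in untreated wild type. Among the falls, the aspartyl protease gene *asp-13* went from 168 ± 15.5 to 15.9 ± 3.34 CPM (SD, n = 3; log2 fold change -3.4, edgeR adjusted p = 0.0015), and the intestinal peptide transporter gene *pept-1* from 49.7 ± 5.37 to 11.7 ± 0.811 CPM (SD, n = 3; log2 fold change -2.08, edgeR adjusted p = 0.000185). The call of *hsp-4* ended without N2 control replicate 1 or 2 or N2 heat shock replicate 2 or 3, that of *ckb-2* without N2 control replicate 2, the canonical list did not pass limma's camera without N2 control replicate 3 (adjusted p = 0.0746) or N2 heat shock replicate 3 (0.0959), and the call of *sqst-1* ended without N2 control replicate 3. The number of called genes was 91 without N2 heat shock replicate 2, 94 without N2 control replicate 2, 101 without N2 heat shock replicate 3 and 102 without N2 control replicate 1.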

Interestingly, some of the genes coding for heat shock proteins were also upregulated in response to heat stress in the *hsf‐1*(*sy441*) mutant background (Figure 3a,c and Table S9). These genes include *hsp‐16*.*2*, *hsp‐70A*, and *hsp‐16.11*. 

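In the mutants, heat shock raised 50 genes and lowered 52 (DESeq2 called 186 higher and 234 lower). Of the 26 genes of inducible and cytosolic heat shock proteins, 9 were higher and none was lower (10 higher when adjusted over the list alone), with a median log2 fold change of 0.392 (by limma's camera adjusted p = 3e-33, and adjusted p = 0.00275 with an estimated correlation). *hsp-16.2* (WBGene00002016, chromosome V from 1804334 to 1804957), a small heat shock protein gene, rose from 1.9 ± 0.86 to 143 ± 50.5 CPM (SD, n = 3) in *hsf-1*(*sy441*) mutants (log2 fold change 6.24, standard error 0.484, edgeR adjusted p = 0.000122) and from 6.1 ± 1.91 to 656 ± 249 CPM (SD, n = 3) in wild type (log2 fold change 6.75, standard error 0.493, edgeR adjusted p = 2.18e-05). *hsp-70* (WBGene00002026, chromosome I from 9320325 to 9322519), named hsp-70A in the paper, rose from 5.83 ± 2.19 to 168 ± 112 CPM (SD, n = 3) in the mutants (log2 fold change 4.85, edgeR adjusted p = 0.000352) and from 6.55 ± 1.8 to 411 ± 60.1 CPM (SD, n = 3) in wild type (log2 fold change 5.97, edgeR adjusted p = 5.37e-05). *hsp-16.1* (WBGene00002015, chromosome V from 9087293 to 9087782) went from 25.9 ± 6.64 to 498 ± 139 CPM (SD, n = 3) in the mutants (log2 fold change 4.26, edgeR adjusted p = 0.000352) and from 16 ± 5.9 to 783 ± 357 CPM (SD, n = 3) in wild type (log2 fold change 5.61, edgeR adjusted p = 2.18e-05); *hsp-16.11* is a near-identical copy that may share its reads, with log2 fold changes of 4.25 and 5.6. *hsp-16.41* (WBGene00002018, chromosome V from 1805178 to 1805875) had a log2 fold change of 6.28 (standard error 0.645) in the mutants and 7.6 (standard error 0.682) in wild type. The interaction of genotype and heat shock, which tests whether the induction differs between genotypes, gave -0.51 for *hsp-16.2* (standard error 0.551), -1.12 for *hsp-70*, -1.32 for *hsp-16.41* and -1.35 for *hsp-16.1* on the log2 scale, each with an adjusted p of 1 from edgeR. For the whole list the interaction was lower by limma's camera (adjusted p = 2.69e-06, and adjusted p = 0.301 with an estimated correlation). In a direct comparison of the heat-shocked animals, *hsp-16.2* was lower in the mutants than in wild type (log2 fold change -2.19, edgeR adjusted p = 0.0125), as was *hsp-16.41* (log2 fold change -2.64, edgeR adjusted p = 0.0217); both calls end without sy441 heat shock replicate 3, and that of *hsp-16.41* also without sy441 heat shock replicate 2. Of the genes called higher after heat shock, 32 were called in both genotypes, where 0.39 would be expected if the calls were independent, 108 in wild type alone and 18 in the mutants alone; the interaction called 2 of the 108 and none of the 18. Across genes, the deviations of the mutant libraries from their group means correlated between equal replicate numbers (r = 0.34, 0.34 and 0.2; genes are not independent replicates). Those of the wild-type libraries did not (-0.36, 0.22 and -0.32). With the replicate number as a block in a fit of the 6 mutant libraries, chosen after seeing the data, 263 genes were higher and 356 lower, and with the block in the fit of all 12 libraries, which imposes that pairing on wild type as well, 44 were higher and 41 lower. Higher and lower genes numbered 86 and 39 without sy441 control replicate 1, 17 and 28 without sy441 control replicate 2, 27 and 32 without sy441 control replicate 3, 41 and 51 without sy441 heat shock replicate 1, 41 and 19 without sy441 heat shock replicate 2 and 30 and 15 without sy441 heat shock replicate 3.

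**Figure D4:**
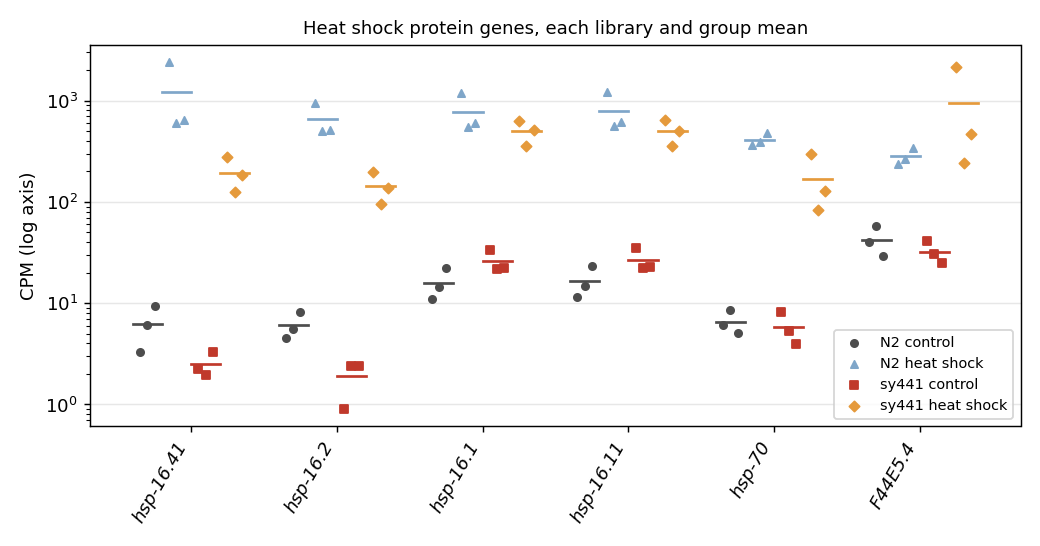
Vertical axis, CPM on a log axis; horizontal axis, 6 heat shock protein genes. Each point is a library, its shape and color give the group, and each bar is the mean of a group's 3 libraries. Every heat-shocked library lies above every untreated library of its genotype, and the mutant libraries of *F44E5.4* after heat shock spread from 244 to 2130 CPM.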

A similar induction of *hsp* genes was previously observed in a *hsf‐1*(*sy441*) mutant background overexpressing HSF‐1ΔTAD transgene (Figure 3c) (Baird et al., 2014). The HSF‐1 allele *sy441* is considered to lack the transcription activation domain of the protein (Figure 1a) (Hajdu‐Cronin et al., 2004). This prompted us to confirm the results above by performing a qPCR (quantitative polymerase chain reaction) analysis using independently isolated mRNA samples from untreated control and heat‐shocked, wild‐type versus *hsf‐1*(*sy441*) mutant adults at the stage of 1 day of adulthood (Figure 3d–g). We also tested the expression of an *hsp‐16.2p::gfp* reporter in wild‐type versus *hsf‐1*(*sy441*) mutant animals exposed to heat shock. The results showed that expression of the reporter is decreased in *hsf‐1*(*sy441*) mutants as compared to wild‐type, but clearly elevated 5 h after the heat shock (Figure 3h,i). The induction was however suppressed when *hsf‐1*(*sy441*) mutant animals were treated with double‐stranded RNA specific to *hsf‐1* (Figure 3h,i), suggesting that heat shock‐induced *hsp‐16.2p::gfp* upregulation in the *hsf‐1*(*sy441*) mutant background is fully dependent on the activity of the C‐terminally truncated HSF‐1ΔTAD and not mediated by an alternative, heat stress‐sensitive pathway. Interestingly, the expression of the reporter was induced in the intestinal cells only (Figure 3h). These results indicate that truncated HSF‐1, lacking the transactivation domain, is still capable of activating the transcription of heat shock genes under conditions of robust heat shock, at least in the intestine.

**FIGURE 3:**
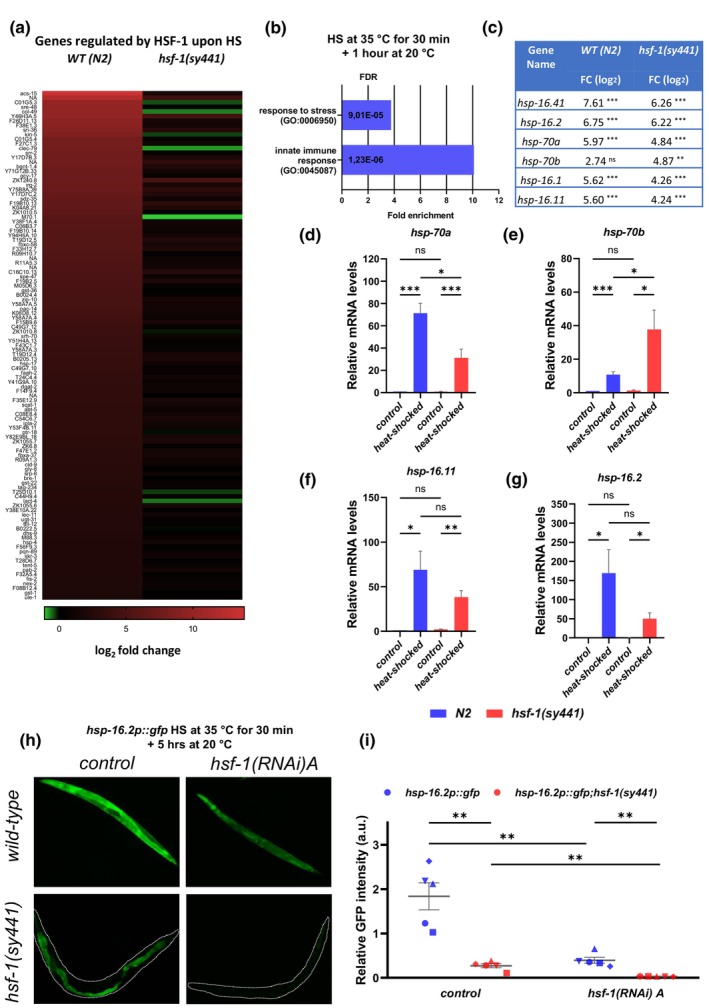
Heat shock genes are upregulated in *hsf‐1*(*sy441*) young adults upon robust heat shock. (a) Heat map showing the relative gene expression levels of differently regulated genes in wild type (*N2*) and *hsf‐1*(*sy441*) mutant 1‐day‐old adult nematodes following heat shock at 35°C for 30 min compared to the untreated control (b) GO enrichment analysis shows that upon heat‐shock genes related to stress responses are up‐regulated in 1 day old *hsf‐1*(*sy441*) mutant adults. Horizontal axis shows the fold enrichment. (c) Table showing heat shock protein coding genes upregulated in both, wild‐type, and *hsf‐1*(*sy441*) mutant animals. (d–g) Results of qPCR experiment showing that mRNA levels of heat shock protein coding genes *hsp‐70a*, *hsp‐70b*, *hsp‐16.2* and *hsp‐16.11* are induced in *hsf‐1*(*sy441*) mutants upon heat shock. The diagrams show the result of four replicates. *p* values were determined using Welch's *t*‐test * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; error bars represent + SEM (h) Representative fluorescent images showing expression of *hsp‐16.2p::GFP* reporter quantified in (i). Note that *hsp‐16.2p::GFP* is expressed exclusively in the intestinal cells in *hsf‐1*(*sy441*) mutants upon heat shock. (i) Plot showing that induction of *hsp‐16.2p::GFP* upon heat shock in *hsf‐1*(*sy441*) requires HSF‐1 activity. Three replicates of at least 55 animals per strain / trial were analyzed. Date points represent mean of independent trials, lines represent mean of means, *p* values were determined using Welch's *t*‐test * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; error bars represent ± SEM. Source data underlying Figure 4a–c are provided in Table S8. Source data underlying Figure 3d–i are provided in Table S9. EV = empty vector; FDR = false discovery rate; *hsf‐1* = heat shock factor 1; RNAi = RNA interference; GO = Gene Ontology; SEM = standard error of the mean.

### 2.5 Induction of stress response‐ and innate immunity‐related genes in *hsf‐1*(*sy441*) mutant nematodes depends on the stage of adulthood

We found that several stress response‐ and innate immunity‐related genes become induced in *hsf‐1*(*sy441*) mutants under physiological conditions (Figure 2b and Table S5) as well as following heat shock (Figure 4a and Table S9). 

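After heat shock, 417 genes were higher and 68 were lower in *hsf-1*(*sy441*) mutants than in heat-shocked wild type, and 86% of the called genes were higher (DESeq2 called 1214 higher and 303 lower). Genes called higher at both temperatures numbered 332, where 26 would be expected if the calls were independent, which they are not in full, since mutant libraries of equal replicate number correlate, and 1104 of the 1120 genes called higher at 20 °C (98.6%) had a positive change after heat shock. Among genes of innate immunity, 3 of 50 antimicrobial peptide genes were higher and none was lower (8 higher when adjusted over the list alone): *fipr-22* (log2 fold change 2.74, edgeR adjusted p = 0.00494), *fipr-23* (log2 fold change 2.92, edgeR adjusted p = 0.0196) and *fipr-24* (log2 fold change 1.87, edgeR adjusted p = 0.0269); by limma's camera adjusted p = 0.0154, and adjusted p = 0.777 with an estimated correlation. Of 13 lysozyme genes, 2 were higher (4 when adjusted over the list alone): *lys-7* and *lys-8* (log2 fold change 1.31, edgeR adjusted p = 0.0464). For the genes of the intracellular pathogen response, 1 of 25 *pals* genes, *pals-39* (3.5 on the log2 scale), and 2 of 22 others were higher, *Y6E2A.4* (3.11) among them (6 and 3 when adjusted over the list alone); by limma's camera adjusted p = 0.000355 and 0.000291, and adjusted p = 0.476 and 0.392 with an estimated correlation. The intestinal pathogen response effectors had a median log2 fold change of 1.27 without a call by edgeR (8 higher at an unadjusted p under 0.05, 2 by DESeq2; by limma's camera adjusted p = 0.00219, and adjusted p = 0.636 with an estimated correlation). The *skn-1*(*RNAi*) list had 6 of 61 genes higher and none lower (12 higher and 1 lower when adjusted over the list alone), where 1.42 would be expected to be higher (p = 0.00287 from a one-sided Fisher's exact test). The ER stress list had 6 of 157 genes higher, with 3.65 expected (p = 0.159 in the same exact test), and 3 lower. By limma's camera it was lower (median log2 fold change -0.124, adjusted p = 0.0419, and adjusted p = 0.392 with an estimated correlation). Of the list of extracellular regulators of proteostasis, 3 of 52 genes were higher, with 1.21 expected (p = 0.12 in the same exact test), and 1 was lower. *gst-24*, the gene of a glutathione S-transferase, was higher (log2 fold change 2.48, standard error 0.405, edgeR adjusted p = 0.00711), as was *gst-10* (log2 fold change 1.3, edgeR adjusted p = 0.0489, called in 1 of the 6 fits that leave out 1 library). *gst-1* was lower (log2 fold change -1.22, edgeR adjusted p = 0.00398), and so was *gst-36*, named after its values were seen (-2.23 on the log2 scale, edgeR adjusted p = 0.000105). Of the 26 genes of inducible and cytosolic heat shock proteins, 4 were lower and 1 was higher (8 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -0.671 (by limma's camera adjusted p = 7.14e-06, and adjusted p = 0.226 with an estimated correlation). The co-chaperone genes *dnj-13* (log2 fold change -1.44, edgeR adjusted p = 0.00297) and *sti-1* (log2 fold change -1.33, edgeR adjusted p = 0.0149) fell, and *hsp-43* rose (log2 fold change 1.57, edgeR adjusted p = 0.00569). *F15D4.5* had 198 ± 49.1 CPM (SD, n = 3) in the mutants and 1.07 ± 0.49 CPM (SD, n = 3) in wild type (log2 fold change 7.53, edgeR adjusted p = 7.39e-08). In the fits that leave out 1 library, 0 lysozyme genes were called, 0 *pals* genes except for 2 without N2 heat shock replicate 1, and 1 to 3 genes of the *skn-1*(*RNAi*) list. The antimicrobial peptide list did not pass limma's camera without N2 heat shock replicate 2 (adjusted p = 0.174), N2 heat shock replicate 3 (0.107) or sy441 heat shock replicate 1 (0.517), nor did the intestinal effectors without sy441 heat shock replicate 1 (0.185). The number of called genes was between 140 and 234 when any 1 of the 6 libraries was left out, with the fewest without N2 heat shock replicate 3 and without N2 heat shock replicate 1, at 145.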

A set of these genes overlaps with genes induced in *pals‐22*(*jy3*) mutants (PALS‐22 is a negative regulator of the IPR) (Figure 4b and Table S8). These genes include *lys‐7*, *osg‐1*, *kin‐5*, *skr‐5*, and *dod‐19* (Figure 4c). Hence, HSF‐1 may inhibit their expression.

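Of these 5 genes, 4 were higher in heat-shocked *hsf-1*(*sy441*) mutants than in heat-shocked wild type and 1 did not pass the test. *osg-1* (WBGene00019832, chromosome III from 5487553 to 5498958) had 18.2 ± 6.93 CPM (SD, n = 3) in the mutants and 2.34 ± 0.273 CPM (SD, n = 3) in wild type (log2 fold change 2.96, standard error 0.447, edgeR adjusted p = 0.00458). *lys-7* had 195 ± 64.7 CPM (SD, n = 3) in the mutants and 60.5 ± 17.2 CPM (SD, n = 3) in wild type (log2 fold change 1.69, standard error 0.372, edgeR adjusted p = 0.03), *skr-5* had 3.05 ± 2.37 CPM (SD, n = 3) in the mutants and 0.264 ± 0.131 CPM (SD, n = 3) in wild type (log2 fold change 3.53, standard error 0.764, edgeR adjusted p = 0.0278), and *dod-19* (WBGene00022644, chromosome V from 411782 to 414759) had 207 ± 44.8 CPM (SD, n = 3) in the mutants and 66.9 ± 17 CPM (SD, n = 3) in wild type (log2 fold change 1.63, standard error 0.365, edgeR adjusted p = 0.0322). The tyrosine kinase gene *kin-5* (WBGene00002193, chromosome IV from 9967077 to 9969181) had 0.682 ± 0.347 CPM (SD, n = 3) in the mutants and 0.223 ± 0.132 CPM (SD, n = 3) in wild type (log2 fold change 1.6, standard error 0.682, edgeR adjusted p = 0.237). At 20 °C *kin-5* had 213 counts in the mutants and none in wild type, at least 67-fold higher against a floor of 3 counts over the group (edgeR adjusted p = 0.00188). At 20 °C *osg-1* had 28.4 ± 20.6 CPM (SD, n = 3) in the mutants and 1.62 ± 0.296 CPM (SD, n = 3) in wild type (log2 fold change 4.13, edgeR adjusted p = 0.000592), and *dod-19* had a log2 fold change of 2.07 (edgeR adjusted p = 0.00701). Of the 32 genes of Figure 4c, 30 were higher after heat shock; the study chose these genes on the same samples, so this is not independent evidence. The insulin-like gene *ins-7* was the other gene that did not pass the test (log2 fold change 2.38, edgeR adjusted p = 0.051). Among the 30, *scrm-4* (log2 fold change 3.67, edgeR adjusted p = 1.76e-05), *dct-17* (log2 fold change 2.17, edgeR adjusted p = 0.00849), *C34F11.5* (log2 fold change 2.99, edgeR adjusted p = 0.00919) and the tetraspanin gene *tsp-1* (log2 fold change 2.48, edgeR adjusted p = 0.0114) are not in the group of 5. Leaving out any 1 of the 6 libraries ended the calls of *lys-7* and *dod-19*, and 6 of the 30 were called without N2 heat shock replicate 3 and 7 without N2 heat shock replicate 1. The *osg-1* call passed in all 6 of these fits, and that of *skr-5* ended without sy441 heat shock replicate 1 or any 1 of the 3 wild-type libraries. From the overlap of such genes with those induced in *pals-22*(*jy3*) mutants, the paper proposes that HSF-1 may inhibit their expression.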

**FIGURE 4:**
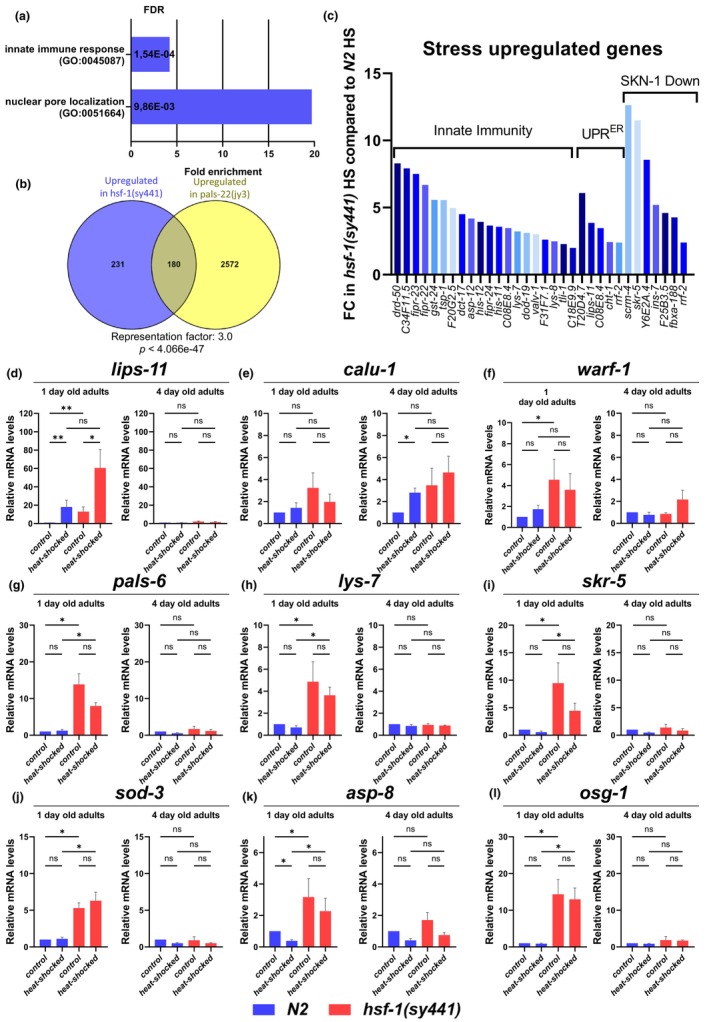
Induction of stress and immunity related genes in *hsf‐1*(*sy441*) mutant nematodes is age dependent. (a) Expression of several genes that are involved in innate immunity is overactivated in *hsf‐1*(*sy441*) mutants compared to the wild type following heat shock. (b) A set of these genes is overlaps with genes induced in *pals‐22*(*jy3*) mutants a negative regulator of intracellular pathogen response suggesting that HSF‐1 inhibits IPR related gene expression. (c) Genes that are upregulated in *hsf‐1*(*sy441*) mutants following heat shock include genes involved in innate immunity, UPR^ER^ and genes that are downregulated in a *skn‐1*(*−*) mutant background. (d–f) mRNA levels of the UPRER related genes *lips‐11*, *calu‐1* and *warf‐1* are higher in *hsf‐1*(*sy441*) mutants compared to the wild type. (g–h) The expression levels of genes involved in immunity (*pals‐6* and *lys‐7*) are also increased in 1‐day old *hsf‐1*(*sy441*) mutants, but this difference is diminished by 4th day of adulthood. (i–l) Genes related to various stress responses such as proteasomal degradation (*skr‐5*), the IlS pathway *sod‐3*, *asp‐8*, and oxidative stress (*osg‐1*) showed a similar expression pattern during ageing in *hsf‐1*(*sy441*) mutants compared to the wild type. (d–l) All these data indicate that the induction of stress and immunity related genes in *hsf‐1*(*sy441*) mutant nematodes is age‐dependent. Bars represent mean of at least three trials. Significance was determined using Mann–Whitney test; * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; error bars represent + SEM. Source data underlying Figure 2g–o are provided in Table S10.

To determine the reason why HSF‐1 deficiency differentially affects thermotolerance in 1‐ versus 4‐day‐old adults, we examined the expression of several genes by qPCR in both wild‐type and *hsf‐1*(*sy441*) mutant animals under physiological vs. heat shock‐induced conditions. Genes were selected that showed increased expression in 1‐day‐old adults and were related to stress‐ or innate immune response. 

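In the RNA sequencing data of day 1 adults, all 9 genes measured by qPCR were higher in untreated *hsf-1*(*sy441*) mutants than in untreated wild type, and 5 of them also after heat shock. The study chose these genes on the same samples, so their direction is not independent evidence. *asp-8* (WBGene00019105, chromosome V from 3024549 to 3027931), which encodes an aspartyl protease, had 22.6 ± 0.61 CPM (SD, n = 3) in the mutants and 4.55 ± 1.17 CPM (SD, n = 3) in wild type at 20 °C (log2 fold change 2.31, standard error 0.285, edgeR adjusted p = 0.000937) and 13.3 ± 4.01 CPM (SD, n = 3) in the mutants and 1.89 ± 0.326 CPM (SD, n = 3) in wild type after heat shock (log2 fold change 2.81, standard error 0.291, edgeR adjusted p = 0.000255). After heat shock *lips-11* was higher in the mutants, with 15.9 ± 7.49 CPM (SD, n = 3) in the mutants and 4.12 ± 1.4 CPM (SD, n = 3) in wild type (log2 fold change 1.95, edgeR adjusted p = 0.0246). *calu-1* had 137 ± 14 CPM (SD, n = 3) in the mutants and 130 ± 24.8 CPM (SD, n = 3) in wild type after heat shock (log2 fold change 0.07, standard error 0.232, edgeR adjusted p = 0.931) and did not pass the test. The same holds for *warf-1* (log2 fold change 0.94, edgeR adjusted p = 0.5), *pals-6* (2.68, edgeR adjusted p = 0.072) and *sod-3* (1.56, edgeR adjusted p = 0.095); DESeq2 called *pals-6* and *sod-3*. *asp-8* and *osg-1* were called in each fit that leaves out 1 library, at both temperatures, while the call of *lips-11* after heat shock ended in 5 of the 6 fits, all but that without sy441 heat shock replicate 3. Day 4 adults were not sequenced.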

The analysis uncovered that UPR^ER^‐related genes, including *lips‐11*, *calu‐1*, and *warf‐1*, are expressed at higher levels in the *hsf‐1*(*sy441*) mutant background than in control (Figure 4d–f). The expression of genes involved in innate immunity, such as *pals‐6*, *lys‐7*, and *skr‐5*, was also enhanced in 1‐day‐old *hsf‐1*(*sy441*) mutant adults, but this difference was abolished at the stage of 4 days of adulthood (Figure 4g–i). Genes related to various stress response pathways such as IlS (*sod‐3* and *asp‐8*) and SKN‐1‐mediated oxidative stress response (*osg‐1*) displayed similar expression patterns during aging in *hsf‐1*(*sy441*) mutant and wild‐type nematodes (Figure 4j–l). All these data indicate that the induction of stress‐ and innate immunity‐related genes in the *hsf‐1*(*sy441*) mutant background depends on the age of animals.

### 2.6 The UPR^ER^ pathway and SKN‐1 are required for the increased thermotolerance of HSF‐1 depleted animals

To understand why thermotolerance in *hsf‐1*(*RNAi*) nematodes at the stage of early (1‐day‐old) adulthood becomes increased relative to wild type, we hypothesized that HSF‐1 deficiency causes a modest cellular stress, thereby inducing the activity of distinct cellular stress response pathways. This change eventually leads to increased heat resistance in nematodes with reduced HSF‐1 activity. To test this idea, we first checked whether the expression of stress response reporters is induced in the *hsf‐1*(*sy441*) mutant background.

IlS is a conserved cellular stress response pathway that can be activated by high temperatures (Lithgow et al., 1995; McColl et al., 2010). Decreased activity of the pathway results in elevated thermotolerance. We tested the activity of IlS using a *sod‐3p::gfp* reporter, *muls84*. *sod‐3* encodes a superoxide dismutase that is a well‐described target of DAF‐16/FOXO, the terminal transcription factor of the IlS pathway (Honda & Honda, 1999). We observed a significant increase in *sod‐3::gfp* expression in animals with reduced HSF‐1 activity [*hsf‐1*(*sy441*) mutants and *hsf‐1*(*RNAi*) animals] as compared to the wild‐type, suggesting that IlS activity is decreased when HSF‐1 becomes compromised (Figure S3a,b). Inactivation of DAF‐16/FOXO is known to suppress the elevated thermotolerance of mutant animals with lowered IlS activity (McColl et al., 2010). We observed that the increased thermotolerance of *hsf‐1*(*sy441*) mutants was not suppressed by silencing *daf‐16* (Figure S3c).Similarly, downregulation of HSF‐1 increases the thermotolerance of *daf‐16*(*m26*) mutant animals to the same extent found in the wild‐type background (Figure S3d). Thus, the thermal resistance of 1‐day‐old adults depleted for HSF‐1 is independent of DAF‐16/FOXO activity.

Autophagy, a highly conserved, lysosome‐mediated degradation process of eukaryotic cells, is also required for the maintenance of proteostasis (Aman et al., 2021; Sigmond et al., 2008; Sigmond & Vellai, 2023; Vellai, 2021; Vellai et al., 2009). We tested whether expression of the autophagy marker *mCherry::gfp::lgg‐1* (Chang et al., 2017) is altered in the *hsf‐1*(*RNAi*) background, but found no significant change (Figure S4a–c). In line with this observation, silencing three autophagy‐related (*atg*) genes, *atg‐7*, *atg‐18* and *lgg‐1*, did not suppress increased thermotolerance in *hsf‐1*(*sy441*) mutant animals at the early adult stages (Figure S4d). Similar results were obtained when analysing the thermotolerance of *atg‐18*(*gk378*); *hsf‐1*(*sy441*) and *epg‐7*(*tm2508*); *hsf‐1*(*sy441*) double mutant animals (Figure S4e,f). These results suggest that the elevated thermotolerance of 1‐day‐old animals with decreased HSF‐1 activity is not mediated by autophagy either.

Besides the HSR, the UPR^ER^ is also required for proteostasis in the ER (Taylor & Hetz, 2020). So, it is possible that increased activity of the UPR^ER^ contributes to thermoresistance in HSF‐1‐depleted animals. To address this issue, we analyzed the expression of a marker protein of UPR, HSP‐4, the ortholog of the Hsp70 family protein BiP/HSPA5, which is a key chaperone of the ER. We measured the expression of an *hsp‐4p::gfp* reporter (*zcIs4*) in wild‐type and *hsf‐1*(*RNAi*) genetic backgrounds and found that the expression is significantly elevated when HSF‐1 activity is depleted (Figure 5a,b). It is intriguing that at the adult stage of 2 and 4 days, such an increase in *hsp‐4p::gfp* expression was not detectable (Figure S5d,e).

**FIGURE 5:**
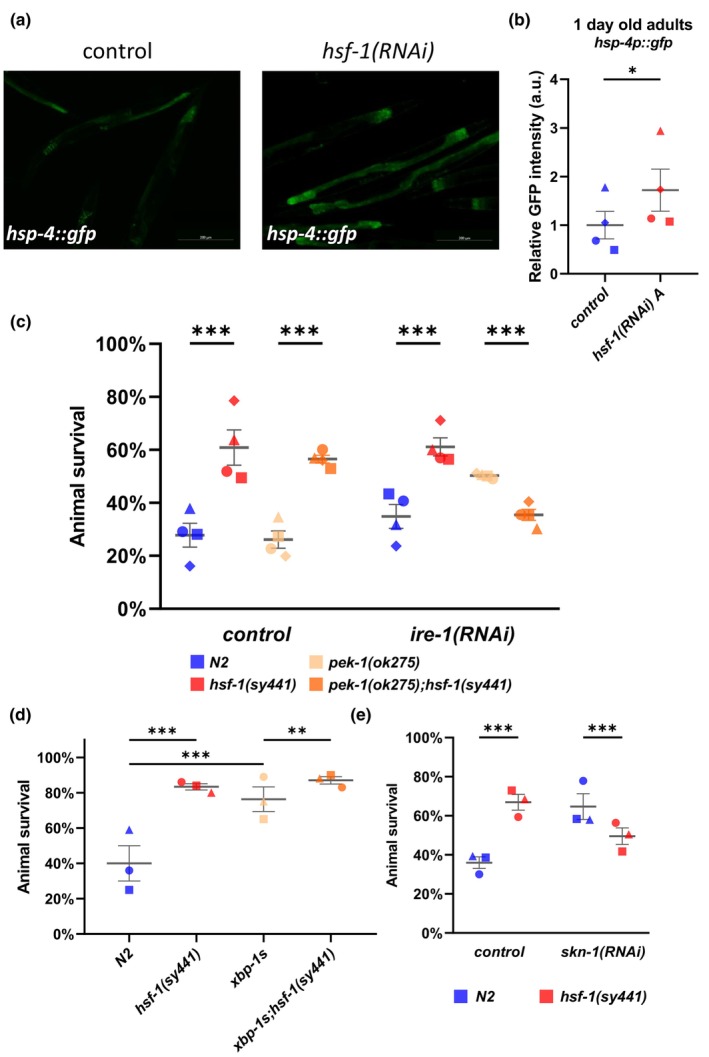
Inactivation of the UPR^ER^ and SKN‐1 suppresses the increased thermotolerance of *hsf‐1* mutant animals. (a) The expression of the *hsp‐4p::gfp* marker is increased when *hsf‐1* is silenced in 1 day old adult *C. elegans* (representative figure). (b) Quantified expression of *hsp‐4p::gfp* reporter in wild‐type and *hsf‐1*(*RNAi*) genetic backgrounds. Paired *t*‐test, * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; error bars represent ± SEM. (c) Inactivating two (IRE‐1‐ and PEK‐1‐mediated) of the three signaling arms of the UPR^ER^ suppressed the increased thermotolerance of the 1 day old adult *hsf‐1*(*sy441*) *C. elegans* (animals were shifted from 20°C to 35°C for 6 h). (d) Increased XBP‐1 activity significantly elevated heat stress tolerance of both wild‐type and hsf‐1(sy441) mutant animals (animals were shifted from 20°C to 35°C for 6 h). (e) The increased thermotolerance of the *hsf‐1*(*sy441*) animals is suppressed in the *skn‐1*(*RNAi*) background (animals were shifted from 20°C to 35°C for 6 h). Cochran–Mantel–Haenszel test; * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; Data points represent mean of independent trials (the different biological replicates are indicated by different shapes), lines represent mean of means, error bars represent ± SEM. Source data underlying Figure 5b–e are provided in Table S13.

The UPR^ER^ can be activated by three parallel intracellular signaling pathways; the first is mediated by IRE‐1α/XBP‐1 s (inositol‐requiring protein 1α/spliced X box‐binding protein 1) proteins, the second involves PERK/ATF‐4 (protein kinase RNA‐like endoplasmic reticulum kinase/activating transcription factor 4) proteins, while the third relies on ATF‐6/ATF‐6f (activating transcription factor 6/cytosolic domain fragment of ATF‐6) proteins (Hetz, 2012). We showed that the thermotolerance of *hsf‐1*(*sy441*); *pek‐1*(*ok275*) double mutants is increased compared to *pek‐1*(*ok275*) single mutant animals (Figure 5c). This suggests that inactivation of a single (e.g., IRE‐1α/XBP‐1 s) branch of the UPR^ER^ cannot suppress the increased thermotolerance caused by decreased HSF‐1 activity. In contrast, we detected a significant suppression of thermotolerance in *hsf‐1*(*sy441*) mutant animals when two branches of the UPR^ER^ were simultaneously depleted in the *pek‐1*(*ok275*); *ire‐1*(*RNAi*) double defective genetic background (Figure 5c). Moreover, similar effects were observed in *ire‐1*(*ok799*); *atf‐6*(*RNAi*) and *ire‐1*(*ok799*); *pek‐1*(*RNAi*) genetic backgrounds as well (Figure S5a,b), indicating that the UPR^ER^ is required for the hormesis induced by the *hsf‐1*(*sy441*) mutation. Of note, we observed a minor difference in the thermotolerance of *ire‐1*(*ok799*) single mutants as compared to *ire‐1*(*ok799*); *hsf‐1*(*sy441*) double mutant animals (Figure S5a,b). These data suggest that the absence of IRE‐1 activity per se slightly suppresses the increased thermotolerance of *hsf‐1*(*sy441*) mutants. We also analyzed whether *xbp‐1* alone influences the thermotolerance of *hsf‐1*(*sy441*) mutant animals. According to our results, *xbp‐1* downregulation alone is not sufficient to suppress elevated thermotolerance in *hsf‐1*(*sy441*) mutants (Figure S5c). To support the fact that increased activity of the UPR^ER^ pathway enhances thermotolerance in 1‐day‐old adult nematodes, we analyzed the stress tolerance of animals expressing *xbp‐1 s*, which encodes for a constitutively active form of XBP‐1 (Imanikia et al., 2019). These results showed that increased XBP‐1 activity significantly enhances heat stress tolerance in both wild‐type and *hsf‐1*(*sy441*) mutant animals. However, XBP‐1 hyperactivity in *hsf‐1*(*sy441*) mutant background causes only a slight increase in thermotolerance, suggesting that XBP‐1 hyperactivity and HSF‐1 deficiency may act in the same pathway (Figure 5d).

It was shown recently that the proteasome subunit gene *rpt‐2* is upregulated by SKN‐1A in hypomorphic *hsf‐1*(*sy441*) mutant animals (Lehrbach & Ruvkun, 2019). SKN‐1A is an ER‐associated isoform that translocates from the ER lumen to the cytoplasm by the ER‐associated degradation (ERAD) machinery, and enters the nucleus where it can upregulate target genes upon impaired proteosome function (Lehrbach & Ruvkun, 2016). We found that a common set of genes is upregulated in *hsf‐1*(*sy441*) mutant and *skn‐1*(*RNAi*) genetic backgrounds (Figure 2c,e). This raises the possibility that SKN‐1 activity contributes to the increased thermotolerance of *hsf‐1*(*sy441*) mutant animals at the early adult stages. We thus determined whether downregulation of *skn‐1* may influence thermotolerance in *hsf‐1*(*sy441*) mutant worms (Figure 5e). In line with recent observations (Deng et al., 2020; Frankino et al., 2022), *skn‐1*(*RNAi*) animals were found to tolerate high temperatures significantly better than control, but this effect was suppressed in the *hsf‐1*(*sy441*); *skn‐1*(*RNAi*) genetic background, suggesting a mutual compensatory interaction between the conserved stress response pathways mediated by SKN‐1/Nrf2 and HSF‐1.

### 2.7 The innate immunity‐related signalling system contributes to increased thermotolerance at the first day of adulthood

Since genes functioning in the innate immune response were significantly enriched in gene sets upregulated in both *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) animals, we tested whether the response contributes to enhanced heat stress tolerance in *hsf‐1*(*RNAi*) nematodes at the first day of adulthood. Recently, it was shown that PALS‐22 deficiency leads to increased thermotolerance mediated by a cullin‐RING ubiquitin ligase, a component of the intracellular pathogen response in *C. elegans* (Panek et al., 2020). We found that silencing *pals‐22* increased thermotolerance in wild‐type animals but not in *hsf‐1*(*sy441*) mutant background, suggesting that the IPR and HSF‐1 deficiency act in the same pathway to enhance thermotolerance (Figure 6a).

**FIGURE 6:**
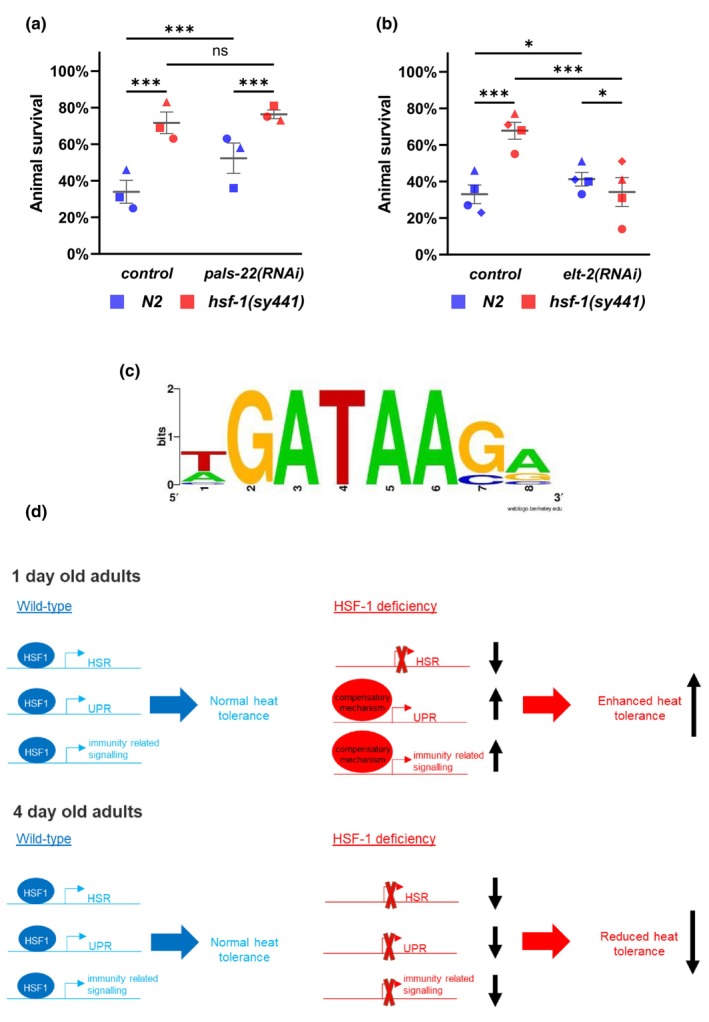
Immunity related signaling contributes to the increased thermotolerance of *hsf‐1* mutant animals. (a) Silencing *pals‐22* increases heat tolerance to the same extent in wild type and *hsf‐1*(*sy441*) genetic backgrounds (animals were shifted from 20°C to 35°C for 6 h). (b) Silencing *elt‐2* suppresses the increased thermotolerance of *hsf‐1*(*sy441*) mutants (animals were shifted from 20°C to 35°C for 6 h). Cochran–Mantel–Haenszel test; * = *p* < 0.05 ** = *p* < 0.01 *** = *p* < 0.001; Data points represent mean of independent trials (the different biological replicates are indicated by different shapes), lines represent mean of means, error bars represent ± SEM. (c) An ELT‐2 binding site related motif is common in genes upregulated in *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) background. Enrichment ratio: 2.94 compared to motif found in randomly generated sequences; FRD:3.17E‐08 (d) Our current model: HSF‐1 deficiency induces a mild proteotoxic stress, as a result, activity of other cellular stress response pathways – mainly the unfolded protein response (UPR^ER^)and immunity related signaling – is elevated in young animals; paradoxically this hormetic effect contributes to a heat resistant phenotype of 1 day old HSF1 deficient *C. elegans*. Source data underlying Figure 6a,b are provided in Table S15.

ELT‐2, a GATA transcription factor, has been reported to be essential for the development of the intestine (McGhee et al., 2009). The protein also regulates the expression of host defense genes (Kerry et al., 2006). We performed a thermotolerance assay to test whether *elt‐2* and *hsf‐1* interact in regulating thermotolerance. The results indicate that the elevated heat stress tolerance of 1‐day‐old *hsf‐1*(*sy441*) mutant adults is suppressed by silencing *elt‐2* (Figure 6b). We further found that a conserved ELT‐2 binding site‐related motif is enriched in the promoter of genes commonly upregulated in *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) genetic backgrounds (Figure 6c and Table S16). Together, the innate immunity‐related signaling system is required for the enhanced stress tolerance of *hsf‐1*(*sy441*) mutant animals.

## 3 DISCUSSION

In this work, we showed that decreased activity of HSF‐1, the master regulator of the HSR, results in increased thermotolerance in *C. elegans* at the first day of adulthood (Figure 1b,c). We also found that the effect of reduced HSF‐1 activity on thermotolerance changes with age. The enhanced stress tolerance triggered by reduced HSF‐1 activity is obvious at the first day of adulthood but is rapidly abolished as the animal grows older. Comparing RNAseq data we obtained with published gene expression datasets showed that the UPR^ER^ and innate immunity‐associated genes, as well as genes downregulated by SKN‐1/Nrf2, are induced in 1‐day‐old *hsf‐1*(*sy441*) mutant adults (Figure 2b, Table S5). A qPCR analysis supported that induction of these stress response‐ and innate immunity‐related genes is abolished in older nematodes deficient in HSF‐1 function (Figure 4d–l). Based on these data we constructed a model according to which the elevated heat tolerance of 1‐day‐old adults is due to the elevated activity of genes involved in innate immunity and the UPR^ER^. However, inducibility of stress response in *C. elegans* markedly decreases with age (De‐Souza et al., 2022; Dues et al., 2016; Taylor & Dillin, 2013). This result offers an explanation for an age‐dependent hormesis in animals with reduced HSF‐1 activity; in young adults, induction of the UPR^ER^ and innate immunity‐related genes may compensate the decreased activity of the HSR pathway, but in older animals, the pathway becomes less active (Figure 6d).

The age‐dependent role of HSF‐1 in thermotolerance may also explain why so many contradictory data are available in the literature on heat stress tolerance in *hsf‐1*(*sy441*) mutant animals. Several publications showed that 2‐day‐old *hsf‐1*(*sy441*) mutant adults tolerate high temperatures with the same extent than wild type (Dues et al., 2016; Kourtis et al., 2012; McColl et al., 2010). Moreover, others reported results (Morton, 2013) that are highly similar to those being reported in our present study. Another research group found that downregulating *hsf‐1* also increases the heat stress tolerance (Golden et al., 2020). These results seemingly contradict with the paradigm that HSF‐1 is a master regulator of the heat stress tolerance by activating the expression of HSPs. However, it has been shown that overexpressing the C‐terminally truncated form of HSF‐1 (HSF‐1ΔTAD) increases heat stress tolerance in transgenic animals, but the expression of hsp genes remains unchanged under physiological conditions (Baird et al., 2014). This suggests that HSF‐1‐mediated activation of genes encoding non‐HSPs also plays a key role in heat stress tolerance. This study also shows that overexpression of HSF‐1ΔTAD enhances thermotolerance and inhibits aging by upregulating *pat‐10*, which in turn helps to maintain the integrity of the actin cytoskeleton (Baird et al., 2014). Another study supported this finding showing that HSF‐1 is essential for regulating cytoskeletal integrity during aging (Higuchi‐Sanabria, Paul, et al., 2018). Although our present analysis shows that genes involved in muscle cell development and actomyosin structure organization are overrepresented among the genes upregulated in *hsf‐1*(*sy441*) mutant animals (Figure 2b), we did not identify *pat‐10* as a differentially expressed gene in *hsf‐1*(*sy441*) mutants (Table S4). 

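*pat-10* (WBGene00003934, chromosome I from 5018783 to 5020358), which encodes a troponin C of the body wall muscle, had 1060 ± 71.7 CPM (SD, n = 3) in the mutants and 662 ± 72.9 CPM (SD, n = 3) in wild type at 20 °C (log2 fold change 0.68, standard error 0.195, edgeR adjusted p = 0.0527), just short of the threshold. The 3 mutant libraries had 982, 1090 and 1120 CPM and the 3 wild-type libraries 578, 694 and 712 CPM. DESeq2 called *pat-10* higher, and so did edgeR without N2 control replicate 3.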

We also found that *hsf‐1* transcript levels are not altered in *hsf‐1*(*sy441*) mutants as compared to wild type (Table S4). These results indicate that overexpression of truncated HSF‐1 and *hsf‐1* deficiency enhance heat stress tolerance through different pathways.

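At 20 °C the transcript of *hsf-1* (WBGene00002004, chromosome I from 11953507 to 11963085) had 92.9 ± 14 CPM (SD, n = 3) in the mutants and 123 ± 47.8 CPM (SD, n = 3) in wild type, and did not pass the test (log2 fold change -0.4, standard error 0.289, edgeR adjusted p = 0.44). The wild-type libraries spread from 67.6 to 154 CPM. After heat shock the log2 fold change of *hsf-1* was -0.13 (standard error 0.289, edgeR adjusted p = 0.884), with 102 ± 26.1 CPM (SD, n = 3) in the mutants and 112 ± 15.3 CPM (SD, n = 3) in wild type. *hsf-1* was called lower at 20 °C only without N2 control replicate 3 and N2 heat shock replicate 1, a fit chosen after seeing the data.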

Our present work shows that the expression of several genes encoding HSPs is increased in the *hsf‐1*(*sy441*) hypomorphic mutant background after heat shock (Figure 3). *sy441* allele determines a truncated protein that lacks a significant part of the predicted transcriptional activation domain (Hajdu‐Cronin et al., 2004). However, as our results above suggest, the truncated protein is still able to activate genes encoding HSPs upon heat stress. Consistent with this finding, it has been shown that increased expression of *hsp‐70b* (*F44E5.4*) gene upon heat shock was not affected by the *hsf‐1*(*sy441*) mutation (Chisnell et al., 2018). According to our RNAseq and qPCR analyses, induction of *hsp‐70b* was even enhanced in the *hsf‐*(*sy441*) mutant background (Figure 3e). Moreover, an RNAseq analysis demonstrates that, although at reduced levels compared to the wild‐type, several HSPs are induced when only truncated HSF‐1 (HSF‐1 ΔTAD) is expressed (Baird et al., 2014).

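*F44E5.4* (WBGene00009691, chromosome II from 11757107 to 11759311), the gene that the paper names hsp-70b, rose after heat shock from 32.2 ± 7.95 to 947 ± 1030 CPM (SD, n = 3) in *hsf-1*(*sy441*) mutants (log2 fold change 4.88, standard error 0.675, edgeR adjusted p = 0.00588). In wild type it went from 42.2 ± 14.3 to 281 ± 56.4 CPM (SD, n = 3) (log2 fold change 2.73, standard error 0.612, edgeR adjusted p = 0.0544), which does not pass the test; DESeq2 called it higher. The interaction of genotype and heat shock had a log2 value of 2.15 (standard error 0.82, edgeR adjusted p = 1), so a difference in induction between the genotypes was not detected in these libraries. The paper's qPCR on separate RNA was not analysed here. After heat shock the mutant libraries had 2130, 244 and 471 CPM and the wild-type libraries 235, 264 and 344 CPM. *F44E5.5* is a near-identical neighbor that may share reads with *F44E5.4*. The call in the mutants held when any 1 of the 6 mutant libraries was left out and in DESeq2. It ends in a fit of the untreated and heat-shocked mutant libraries alone.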

It is an intriguing question how a truncated protein with a defective transactivation domain can activate gene transcription. It may be speculated that the induction of HSPs in *hsf‐1*(*sy441*) mutant animals is not due to the activity of the truncated protein. However, our result showing that heat shock‐induced activation of *hsp‐16.2p::gfp* reporter is suppressed in the *hsf‐1*(*sy441*); *hsf‐1*(*RNAi*) double defective genetic background indicating that transcription of HSP‐encoding genes is mediated by HSF‐1ΔTAD (Figure 3h,i). Thus, the C‐terminally truncated transcription factor can retain some of its activity. Of particular importance, we highlight our finding that the expression of a *hsp‐16p::gfp* reporter is increased exclusively in the intestine of *hsf‐1*(*sy441*) mutant animals exposed to heat shock (Figure 3h). Such a tissue‐specific activity of HSF‐1 needs further investigation, but it is conceivable that truncated HSF‐1 preserves its activity by interacting with other proteins expressed exclusively in the gut. The further identification of such interactors would be of major interest for the field.

Our GSEA analysis showed that genes upregulated in both *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) backgrounds showed a significant overlap with genes implicated in innate immunity (Figure 2c). A significant set of these genes functions in the intracellular pathogen response regulated by *pals‐22* and *pals‐25* (Reddy et al., 2019). Interestingly, it has been reported that inactivating *pal‐22* induces the IPR, and this leads to enhanced thermotolerance through the upregulation of a cullin‐RING ubiquitin ligase complex (Panek et al., 2020). Several components of the complex, such as *skr‐4* and *skr‐5* (Skps), and several F‐box proteins (*fbxa‐163* and *fbxa‐58*), are upregulated in *pals‐22*(*jy3*) and *hsf‐1*(*sy441*) mutants and in the *hsf‐1*(*RNAi*) genetic background. These data, along with present our result showing that increased thermotolerance caused by depleting either *pals‐22* or *hsf‐1* is not additive (Figure 6a), indicate that these two pathways may act together in regulating heat stress tolerance. 

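At 20 °C the F-box gene *fbxa-163* had 354 counts in *hsf-1*(*sy441*) mutants and 4 counts in wild type (log2 fold change 6.29, standard error 0.983, edgeR adjusted p = 0.00357). The gene matched here by coordinates to the other F-box gene named, *fbxa-58*, could not be tested at its depth. After heat shock *fbxa-163* had a log2 fold change of 2.21 between the mutants and wild type (edgeR adjusted p = 0.0986) and *skr-4* of 0.73 (edgeR adjusted p = 0.154), and neither passed the test, while the F-box gene *fbxa-188* was higher (log2 fold change 2.1, edgeR adjusted p = 0.0442). Of 32 proteasome subunit genes, 1 was lower and none was higher at 20 °C (none when adjusted over the list alone), with a median log2 fold change of -0.35 (by limma's camera adjusted p = 5.43e-07, and adjusted p = 0.538 with an estimated correlation). DESeq2 called 6 of them lower. The called gene is *pas-7*, of the core particle (log2 fold change -0.7, edgeR adjusted p = 0.0483), and its call ended in all 6 fits that leave out 1 library.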

A close interaction between *pals‐22* and *hsf‐1* is also supported by the fact that *pals‐22*(*jy3*); *hsf‐1*(*sy441*) double mutants have been reported to exhibit larval lethality (Reddy et al., 2017).

ELT‐2 is thought to activate innate immune response against gut pathogens (Yang et al., 2016). Our present results show that ELT‐2 activity is required for enhanced thermotolerance of 1‐day‐old *hsf‐1*(*sy441*) mutant animals (Figure 6b). This finding, together with the presence of conserved GATA transcription factor binding sites in the promoter of genes activated upon HSF‐1 depletion, suggest that innate immunity‐related genes are activated by ELT‐2, and this contributes to increased thermotolerance.

Our data presented in this work also indicate that the UPR^ER^ is required for enhanced thermotolerance in young *hsf‐1*(*sy441*) mutant animals (Figure 5 and Figure S5). However, it is intriguing how reduced HSF‐1 activity can lead to the activation of the UPR^ER^. Recently, it has been shown in mice that the HSF‐1‐β‐catenin signaling axis inhibits XBP‐1 and activates innate immune response in IR‐stressed liver inflammation in macrophages (Yue et al., 2016). Crosstalk between HSF‐1 and the UPR has been described earlier. For example, inhibiting overall translation through eIF4G/IFG‐1 has been shown to enhance the ER and cytoplasmic proteostasis through a mechanism that is dependent of HSF‐1 activity (Howard et al., 2016). It has been reported that impairing SIRT‐1 and HSF‐1 leads to a B12‐dependent ER stress in oleosin‐transcobalamin chimera (OT) cells, suggesting an interaction between cytoplasmic and ER‐specific UPR (Ghemrawi et al., 2013). Finally, it is conceivable that interaction between HSF‐1 and the UPR^ER^ is mediated by the induction of innate immunity genes upon *hsf‐1* deficiency. Several proteins playing a role in host defense are synthesized in the ER and secreted into the extracellular space, thereby overloading the ER and causing ER stress (Richardson et al., 2010). This offers an alternative explanation why inactivation of the UPR^ER^ also suppresses the enhanced thermotolerance of HSF‐1‐deficient worms. The role of the UPR^ER^ in this process was further supported by showing that hyperactivation of the UPR^ER^ using a constitutively active form of XBP‐1 (Imanikia et al., 2019) results in increased thermotolerance as compared to control in both wild‐type and *hsf‐1*(*sy441*) mutant backgrounds (Figure 5d).

Interaction between cellular stress responses, innate immune response, and the extracellular proteostasis machinery has been elucidated (Gallotta et al., 2020; Jung et al., 2023). It has been shown that the IPR functions in maintaining extracellular proteostasis and that inactivation of *hsf‐1* ameliorates the age‐dependent decline in extracellular proteostasis, possibly by inducing the expression of IPR‐related genes (Jung et al., 2023). Of note, we have found that some genes that are upregulated in the *hsf‐1*(*sy441*) mutant background as compared to wild‐type code for proteins that have been reported to function as extracellular chaperones (Gallotta et al., 2020) (Table S16).

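Of the 52 tested genes of the list of extracellular regulators of proteostasis, 6 were higher in *hsf-1*(*sy441*) mutants than in wild type at 20 °C and 1 was lower (14 higher and 1 lower when adjusted over the list alone), where 3.25 would be expected to be higher (ratio 1.85, p = 0.104 from a one-sided Fisher's exact test). *F11E6.3* had a log2 fold change of 1.69 (edgeR adjusted p = 0.00488) and *W04A4.2* of 1.53 (edgeR adjusted p = 0.00665), beside the lysozyme gene *lys-2*. *C36C5.5* was the lower gene (log2 fold change -2.21, edgeR adjusted p = 0.00161). With the calls of DESeq2 the overlap was 12 genes (p = 0.00404 in the same exact test), without N2 control replicate 3 it was 8 (p = 0.0165), and without sy441 control replicate 1 none of the 6 was called. The overlap was 2 without N2 control replicate 1 (p = 0.161) and 2 without N2 control replicate 2 (p = 0.31, both from the same exact test). By limma's camera the list had adjusted p = 0.0819, and adjusted p = 0.804 with an estimated correlation.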

According to our present model, 1‐day‐old adult nematodes with lowered HSF‐1 activity tolerate high temperatures better than wild‐type, most likely as a result of a compensatory effect mediated by other stress response pathways (Figure 6d). Indeed, cellular stress response systems including, for example, the HSR, UPR, and autophagy do not operate separately but are interconnected. There are many examples where knocking out one stress response pathway leads to the overactivation of another one. In mammalian cells, for example, proteasome inhibitors can significantly increase the expression of cytosolic and ER‐resident chaperones and confer increased heat tolerance (Bush et al., 1997; Khan et al., 2012; Pirkkala et al., 2000; Young & Heikkila, 2010). In *Drosophila*, disruption of proteasomal degradation has been shown to result in increased autophagic activity (Lőw et al., 2013). Moreover, in yeast, inactivation of key chaperones of different compartments induces a uniform cell‐wide stress response that increases replicative and chronological life span through activation of both metabolic and proteostatic genes (Perić et al., 2016). It has also been shown that constitutive SKN‐1 activation impairs thermotolerance, while silencing *skn‐1* results in increased heat resistance (Deng et al., 2020; Frankino et al., 2022). These data together support that mild stress resulting from the reduced function of the HSR may increase the activity of other stress response pathways, leading to enhanced thermotolerance.

Cellular stress response pathways, such as the Nrf2‐mediated oxidative stress response pathway, UPR^ER^ are critical for maintaining proteostasis, and loss of proteostasis is a feature that characterizes essentially all aging cells (López‐Otín et al., 2023; Zhang et al., 2022). Imbalances in these molecular machineries promote senescence and lead to accelerated aging. In this study, we presented that depletion of HSF‐1 activity induces the SKN‐1/Nrf2‐mediated and innate immunity‐related systems, together with the UPRER, controlling tolerance to heat stress in *C. elegans*. Furthermore, this effect of HSF‐1 deficiency manifests in an age‐dependent manner. Hence, results demonstrated in this work may lead to a deeper insight into the mechanisms by which these conserved molecular pathways contribute to life span determination.

## 4 CONCLUDING REMARKS

In this work, we showed that decreased activity of HSF‐1, the master regulator of the HSR in *C. elegans*, leads to increased heat stress tolerance at early adult stages. This seemingly illogical phenomenon is not so surprising when one considers that under natural conditions animals are constantly confronted with changing environmental factors where different stressors occur at different times and to different degrees. In response to stress, a rapid and then a rapidly decaying response has been evolved to enhance survival of the animal. However, when the activity of a master regulator of stress responses is genetically altered (hyperactivated or inhibited), the outcome may be difficult to predict (Lamech & Haynes, 2015). As HSF‐1 is a promising therapeutical target in cancer treatment, it is also particularly worth considering that a similarly artificial situation may exist during medical treatments.

## 5 EXPERIMENTAL PROCEDURES

### 5.1 *C. elegans* strains and maintenance

Unless otherwise indicated, nematodes were maintained and propagated at 20°C on nematode growth medium (NGM)‐containing plates and fed with *Escherichia coli* OP50 bacteria. The *C. elegans* strains used in this study can be found in Table S18.

### 5.2 RNA sequencing

Wild‐type and *hsf‐1*(*sy441*) mutant nematodes were synchronized and stored at 20°C until they have reached the young adult stage. Worms were then heat‐shocked at 35°C for 30 min, and after a 1‐h long recovery at 20°C, RNA was isolated from heat‐treated versus untreated worms. Total RNA was prepared using RNAzol® RT (MRC, RN 190) standard protocols and then cleaned up on Rneasy columns (QIAgen, cat# 74104). Gel electrophoresis using a 1% agarose gel were performed for a visual determination of sample quality. RNA integrity analysis, sample preparation, and RNA sequencing was performed by Novogene on an Illumina NovaSeq PE150 platform. A quality‐control analysis of raw RNA‐seq reads was performed by using the FastQC program. Calculation of log_2_(fold change), *p* values and FDR (corrected *p* values) was performed by EdgeR using Galaxy (Afgan et al., 2018). WBCel235 was used as the reference genome for annotation. Venny 2.1 was used to construct Venn diagrams for determining HSF‐1‐regulated transcripts (Oliveros, 2015). Statistical over‐representation tests of gene sets were performed using the PANTHER database (http://PANTHERdb.org, Accessed on 15 January 2024) (Mi et al., 2021). To analyze statistical significance, Fisher's exact test with Benjamini–Hochberg False Discovery Rate correction (FDR) was applied. RNA‐seq reads were uploaded to the NCBI GEO database with Accession number GSE241011.

### 5.3 Quantitative real‐time PCR

RNA was isolated using RNAzol® RT (RN 190) (Molecular Research Center, INC.; 5645 Montgomery Road, Cincinnati, OH 45212, USA) and purified from the aqueous phase after extraction using RNA Clean & ConcentratorTM‐5 kit (R1013) (Zymo Research Co.; 17,062 Murphy Ave., Irvine, CA 92614, USA). cDNA was synthesized using the RevertAid First Strand cDNA Synthesis Kit (K1622) (Thermo Fisher Scientific Inc.; 81 Wyman St., Waltham, MA 02451, USA).

Quantitative real‐time PCR was performed using the Roche LightCycler® 96 System (F. Hoffmann‐La Roche AG, Grenzacherstrasse 124, 4070 Basel, Switzerland), with Maxima SYBR Green/ROX qPCR Master Mix (2X) (K0222) (Thermo Fisher Scientific Inc.; 81 Wyman St, Waltham, MA 02451, USA).

For the primers that were used, see Table S18.

### 5.4 Gene set enrichment and Venn diagram analysis

For GSEA analyses, the list of upregulated genes in the *hsf‐1*(*sy441*) mutants (this study) and in *hsf‐1*(*RNAi*) background (Brunquell et al., 2016) was used. GSEA was performed using GSEA v3.0 software applying the Preranked module (Subramanian et al., 2005). DEGs were ranked from highest to lowest based on Log2 fold changes, and converted into a GSEA‐compatible file. The gene sets used for comparison are based on a published gene set collection (Reddy et al., 2019), modified by adding additional gene sets, and converted into a GSEA‐compatible file. GSEA was performed using a signal‐to‐noise metric of 1000 permutations with ‘no collapse’. Results were graphed according to their NES value using GraphPad Prism 7.

The gene lists described above were used for the Venn diagram analysis. Venny 2.1 was used to construct Venn diagrams. Representation factors and significance of overlaps were determined using nemates.org: for ‘total number of genes’ we used 20,570, which is the size of our RNA‐seq dataset after filtering out low‐count and undetected genes.

### 5.5 Motif analysis

Promoter region motif enrichment analysis was done on the promoter regions 1000 bp upstream to translation start sites of the genes upregulated in *hsf‐1*(*sy441*) mutant and *hsf‐1*(*RNAi*) background using MEME suite (Bailey et al., 2015). The consensus sequence was visualized using WebLogo (Crooks et al., 2004).

### 5.6 RNA interference

RNA was isolated from a mixed‐age population of wild‐type *C. elegans* strain, using RNAzol® RT (RN 190) (Molecular Research Center, Inc.; 5645 Montgomery Road, Cincinnati, OH 45212, USA). Using isolated RNA as template, cDNA was synthesized by the RevertAid First Strand cDNA Synthesis Kit (K1622) (Thermo Fisher Scientific Inc.; 81 Wyman St., Waltham, MA 02451, USA). To generate *C. elegans* RNAi clones, 600–1000 base pair‐long cDNA fragments were amplified by PCR, using cDNA as template and cloned into the vector L4440 (Addgene; plasmid #1654). In case of *pals‐22*, TEDA cloning was applied (Xia et al., 2019). RNAi constructs were transformed into *E. coli* HT115(DE3) used as food source. For primers, see Table S10. The RNAi construct against *skn‐1* was a gift from T. Keith Blackwell (Harvard Medical School, Boston MA, USA). The RNAi construct against *daf‐16* was the same as the one used in (Hotzi et al., 2018). In case of *hsf‐1* RNAi constructs, a cDNA clone of *hsf‐1* (*yk610c7*, gift of Yuji Kohara) was subcloned into L4440, using restriction enzymes HindIII and KpnI (for *hsf‐1* RNAi A). In case of *hsf‐1* RNAi, a BamHI and PstI fragment of *yk610c7* was cloned into T444T, an improved RNAi vector that contains two T7 transcription termination sequences to ensure the production of specific double‐stranded RNA (Sturm et al., 2018, 2023). *hsf‐1* silencing was validated by testing the induction of *hsp‐16.2p::gfp* (*gpIs1*) upon heat shock in control and *hsf‐1*(*RNAi*) animals. Worms were fed from hatch with *E. coli* HT115 strain containing an empty vector (control) or expressing double‐stranded RNA.

### 5.7 Thermotolerance assay

Five to 10 gravid adults were allowed to lay eggs for 4–6 h at 20°C to obtain a synchronous population. In case of *ire‐1*(*ok799*), *ire‐1*(*ok799*); *hsf‐1*(*sy441*), *atg‐18*(*gk378*) and *atg‐18*(*gk378*); *hsf‐1*(*sy441*) mutants, due to delayed growth, worms were synchronized 12–24 h prior to the other strains in order to obtain 1‐day‐old adults at the day of thermotolerance measurement. Synchronized, 1‐day‐old adult worms were placed at 35°C for 5 h on NGM plates seeded with OP50 *E. coli*. In case of RNAi experiments, nematodes were heat‐shocked for 6 h as after 5 h at 35°C, the survival of the worms raised on HT115 bacteria transformed with empty vector L4440 or the appropriate RNAi construct was almost 100% (Figure S1c). Worms were then placed at 20°C, and after 16 h, they were scored for viability. At least 90 worms were used per category on three technical parallel plates, and experiments were repeated at least three times.

For pre‐heat shock, 18 h prior to the thermotolerance assay, worms were placed at 35°C for 30 min, and then placed at 20°C until the assay.

To perform thermotolerance assays, at the onset of egg laying, the synchronization of worms was carried out 62, 64, and 71 h before the assay: 10 gravid adults were allowed to lay eggs for 1 h at 20°C.

In case of determining the thermotolerance of 2‐ and 4‐day‐old worms, to bypass the egg‐laying defect of *hsf‐1*‐depleted worms, FUdR was used in 0.025 mg/mL concentration to make worms sterile.

In case of thermotolerance assays for aged, 2‐ and 4‐day‐old animals, when FUdR was not supplemented, we reared the worms on normal NGM plates and carefully selected those animals that did not show an egg‐laying phenotype for the assay.

To perform ‘online’ thermotolerance assays, synchronized worms were maintained at 20°C until the young adult stage, then transferred at 35°C to NGM seeded with *E. coli* OP50 bacteria or HT115 containing either empty L4440 feeding vector (EV) or a fragment of *hsf‐1* cDNA *hsf‐1*(*RNAi*). Approximately 20–30 young (non‐gravid) adults were transferred to the assay plates. Animals were scored hourly and considered dead when they stopped pharyngeal pumping and responding to touching. SPSS 17 software was used to calculate mean lifespan and perform statistical analysis. The *p* values for comparing Kaplan–Meier survival curves between two groups were determined using log‐rank (Mantel‐Cox) tests.

### 5.8 Quantification of fluorophore expression intensity

For fluorescence microscopy, worms were immobilized using 100 mM Sodium‐azide, and images were captured with Zeiss AXIO Imager.M2 epifluorescence microscopes with a given exposure time. Measurements were performed with the Image J software. The fluorescent intensity of selected areas was calculated by subtracting the mean grey value of the background from the mean grey value of the object of interest (the same size of areas was selected). We evaluated reporter intensity in at least three independent experiments. In one experiment, we analyzed at least 10 animals and estimated the fluorophore intensity based on the average of the intensities observed in these animals. The final value and SEM were then calculated as the average of the means of the independent experiments.

### 5.9 Statistical analysis

Statistical significance for all assays was determined using RStudio (Version 3.4.3), GraphPad Prism (GraphPad Software Inc., San Diego, CA, USA), and IBM SPSS Statistics (International Business Machines Corporation, Armonk, NY, USA) statistical softwares. Statistical significance is demarcated in figures as *p < 0.05, **p < 0.01, and ***p < 0.001.

## AUTHOR CONTRIBUTIONS

J.B.B‐ and J.B. invented the project. D.K., J.B.B. and J.B. conceived the experiments. D.K. and J.B. analyzed the data and wrote the manuscript. D.K., J.B.B, M.K., S.A., V.V.V., U.M. and J.B. generated strains, performed thermotolerance assays. M.K. and D.K. isolated RNA and performed qPCR experiments. V.V.V., D.K., U.M. and S.A. designed and generated RNAi constructs. D.K., T.S., B.H., and J.B. performed imaging experiments. D.K. and J.B. prepared samples for RNA sequencing experiments. M.V. and J.B. analyzed the results of RNA sequencing experiments. B.H., M.V. and J.B. performed GSEA and Venn analysis. J.B., D.K., J.B.B., B.H., S.A., T.S., and T.V. provided conceptual feedback on the manuscript and edited the manuscript. T.V. provided financial support for the project.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing financial interest.

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

Table S6.

Table S7.

Table S8.

Table S9.

Table S10.

Table S11.

Table S12.

Table S13.

Table S14.

Table S15.

Table S16.

Table S17.

Table S18.

## Data Availability

The data that supports the findings of this study are available in the supplementary material of this article.

## References

[acel14246-bib-0001] Afgan, E. , Baker, D. , Batut, B. , van den Beek, M. , Bouvier, D. , Cech, M. , Chilton, J. , Clements, D. , Coraor, N. , Grüning, B. A. , Guerler, A. , Hillman‐Jackson, J. , Hiltemann, S. , Jalili, V. , Rasche, H. , Soranzo, N. , Goecks, J. , Taylor, J. , Nekrutenko, A. , & Blankenberg, D. (2018). The galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Research, 46, W537–W544.29790989 10.1093/nar/gky379PMC6030816

[acel14246-bib-0002] Akerfelt, M. , Morimoto, R. I. , & Sistonen, L. (2010). Heat shock factors: Integrators of cell stress, development and lifespan. Nature Reviews. Molecular Cell Biology, 11, 545–555.20628411 10.1038/nrm2938PMC3402356

[acel14246-bib-0003] Aman, Y. , Schmauck‐Medina, T. , Hansen, M. , Morimoto, R. I. , Simon, A. K. , Bjedov, I. , Palikaras, K. , Simonsen, A. , Johansen, T. , Tavernarakis, N. , Rubinsztein, D. C. , Partridge, L. , Kroemer, G. , Labbadia, J. , & Fang, E. F. (2021). Autophagy in healthy aging and disease. Nature Aging, 1, 634–650.34901876 10.1038/s43587-021-00098-4PMC8659158

[acel14246-bib-0004] Bailey, T. L. , Johnson, J. , Grant, C. E. , & Noble, W. S. (2015). The MEME suite. Nucleic Acids Research, 43, W39–W49.25953851 10.1093/nar/gkv416PMC4489269

[acel14246-bib-0005] Baird, N. A. , Douglas, P. M. , Simic, M. S. , Grant, A. R. , Moresco, J. J. , Wolff, S. C. , Yates, J. R. , Manning, G. , & Dillin, A. (2014). HSF‐1‐mediated cytoskeletal integrity determines thermotolerance and life span. Science, 346, 360–363.25324391 10.1126/science.1253168PMC4403873

[acel14246-bib-0006] Barna, J. , Csermely, P. , & Vellai, T. (2018). Roles of heat shock factor 1 beyond the heat shock response. Cellular and Molecular Life Sciences, 75, 2897–2916.29774376 10.1007/s00018-018-2836-6PMC11105406

[acel14246-bib-0007] Barna, J. , Princz, A. , Kosztelnik, M. , Hargitai, B. , Takács‐Vellai, K. , & Vellai, T. (2012). Heat shock factor‐1 intertwines insulin/IGF‐1, TGF‐β and cGMP signaling to control development and aging. BMC Developmental Biology, 12, 32.23116063 10.1186/1471-213X-12-32PMC3558376

[acel14246-bib-0008] Bar‐Ziv, R. , Frakes, A. E. , Higuchi‐Sanabria, R. , Bolas, T. , Frankino, P. A. , Gildea, H. K. , Metcalf, M. G. , & Dillin, A. (2020). Measurements of physiological stress responses in C. *elegans* . Journal of Visualized Experiments, 159, 61001.10.3791/61001PMC784027332510480

[acel14246-bib-0009] Brunquell, J. , Morris, S. , Lu, Y. , Cheng, F. , & Westerheide, S. D. (2016). The genome‐wide role of HSF‐1 in the regulation of gene expression in *Caenorhabditis elegans* . BMC Genomics, 17, 559.27496166 10.1186/s12864-016-2837-5PMC4975890

[acel14246-bib-0010] Bush, K. T. , Goldberg, A. L. , & Nigam, S. K. (1997). Proteasome inhibition leads to a heat‐shock response, induction of endoplasmic reticulum chaperones, and thermotolerance. The Journal of Biological Chemistry, 272, 9086–9092.9083035 10.1074/jbc.272.14.9086

[acel14246-bib-0011] Chang, J. T. , Kumsta, C. , Hellman, A. B. , Adams, L. M. , & Hansen, M. (2017). Spatiotemporal regulation of autophagy during *Caenorhabditis elegans* aging. eLife, 6, e18459.28675140 10.7554/eLife.18459PMC5496740

[acel14246-bib-0012] Chisnell, P. , Parenteau, T. R. , Tank, E. , Ashrafi, K. , & Kenyon, C. (2018). The mTOR target S6 kinase arrests development in *Caenorhabditis elegans* when the heat‐shock transcription factor is impaired. Genetics, 210, 999–1009.30228197 10.1534/genetics.118.301533PMC6218238

[acel14246-bib-0013] Crooks, G. E. , Hon, G. , Chandonia, J. M. , & Brenner, S. E. (2004). WebLogo: a sequence logo generator. Genome Research, 14, 1188–1190.15173120 10.1101/gr.849004PMC419797

[acel14246-bib-0014] Dai, C. , & Sampson, S. B. (2016). HSF1: Guardian of proteostasis in cancer. Trends in Cell Biology, 26, 17–28.26597576 10.1016/j.tcb.2015.10.011PMC4722819

[acel14246-bib-0015] Deng, J. , Dai, Y. , Tang, H. , & Pang, S. (2020). SKN‐1 is a negative regulator of DAF‐16 and somatic stress resistance in *Caenorhabditis elegans* . G3: Genes, Genomes, Genetics, 10, 1707–1712.32161088 10.1534/g3.120.401203PMC7202003

[acel14246-bib-0016] De‐Souza, E. A. , Cummins, N. , & Taylor, R. C. (2022). IRE‐1 endoribonuclease activity declines early in C. elegans adulthood and is not rescued by reduced reproduction. Frontiers in Aging, 3, 1044556.36389122 10.3389/fragi.2022.1044556PMC9649906

[acel14246-bib-0017] Dong, B. , Jaeger, A. M. , & Thiele, D. J. (2019). Inhibiting heat shock factor 1 in cancer: A unique therapeutic opportunity. Trends in Pharmacological Sciences, 40, 986–1005.31727393 10.1016/j.tips.2019.10.008

[acel14246-bib-0018] Dues, D. J. , Andrews, E. K. , Schaar, C. E. , Bergsma, A. L. , Senchuk, M. M. , & Van Raamsdonk, J. M. (2016). Aging causes decreased resistance to multiple stresses and a failure to activate specific stress response pathways. Aging (Albany NY), 8, 777–795.27053445 10.18632/aging.100939PMC4925828

[acel14246-bib-0019] Finger, F. , Ottens, F. , & Hoppe, T. (2021). The Argonaute Proteins ALG‐1 and ALG‐2 are Linked to Stress Resistance and Proteostasis (Vol. 2021). Micropublication Biology.10.17912/micropub.biology.000457PMC855354634723149

[acel14246-bib-0020] Frankino, P. A. , Siddiqi, T. F. , Bolas, T. , Bar‐Ziv, R. , Gildea, H. K. , Zhang, H. , Higuchi‐Sanabria, R. , & Dillin, A. (2022). SKN‐1 regulates stress resistance downstream of amino catabolism pathways. iScience, 25, 104571.35784796 10.1016/j.isci.2022.104571PMC9240870

[acel14246-bib-0021] Gallotta, I. , Sandhu, A. , Peters, M. , Haslbeck, M. , Jung, R. , Agilkaya, S. , Blersch, J. L. , Rödelsperger, C. , Röseler, W. , Huang, C. , Sommer, R. J. , & David, D. C. (2020). Extracellular proteostasis prevents aggregation during pathogenic attack. Nature, 584, 410–414.32641833 10.1038/s41586-020-2461-z

[acel14246-bib-0022] Ghemrawi, R. , Pooya, S. , Lorentz, S. , Gauchotte, G. , Arnold, C. , Gueant, J. L. , & Battaglia‐Hsu, S. F. (2013). Decreased vitamin B12 availability induces ER stress through impaired SIRT1‐deacetylation of HSF1. Cell Death & Disease, 4, e553.23519122 10.1038/cddis.2013.69PMC3615730

[acel14246-bib-0023] Golden, N. L. , Plagens, R. N. , Kim Guisbert, K. S. , & Guisbert, E. (2020). Standardized methods for measuring induction of the heat shock response in *Caenorhabditis elegans* . Journal of Visualized Experiments, 161, 61030.10.3791/6103032716378

[acel14246-bib-0024] Hajdu‐Cronin, Y. M. , Chen, W. J. , & Sternberg, P. W. (2004). The L‐type cyclin CYL‐1 and the heat‐shock‐factor HSF‐1 are required for heat‐shock‐induced protein expression in *Caenorhabditis elegans* . Genetics, 168, 1937–1949.15611166 10.1534/genetics.104.028423PMC1448743

[acel14246-bib-0025] Hetz, C. (2012). The unfolded protein response: Controlling cell fate decisions under ER stress and beyond. Nature Reviews. Molecular Cell Biology, 13, 89–102.22251901 10.1038/nrm3270

[acel14246-bib-0026] Higuchi‐Sanabria, R. , Frankino, P. A. , Paul, J. W. , Tronnes, S. U. , & Dillin, A. (2018). A futile battle? Protein quality control and the stress of aging. Developmental Cell, 44, 139–163.29401418 10.1016/j.devcel.2017.12.020PMC5896312

[acel14246-bib-0027] Higuchi‐Sanabria, R. , Paul, J. W. , Durieux, J. , Benitez, C. , Frankino, P. A. , Tronnes, S. U. , Garcia, G. , Daniele, J. R. , Monshietehadi, S. , & Dillin, A. (2018). Spatial regulation of the Actin cytoskeleton by HSF‐1 during aging. Molecular Biology of the Cell, 29, 2522–2527.30133343 10.1091/mbc.E18-06-0362PMC6254583

[acel14246-bib-0028] Hipp, M. S. , Kasturi, P. , & Hartl, F. U. (2019). The proteostasis network and its decline in ageing. Nature Reviews. Molecular Cell Biology, 20, 421–435.30733602 10.1038/s41580-019-0101-y

[acel14246-bib-0029] Honda, Y. , & Honda, S. (1999). The daf‐2 gene network for longevity regulates oxidative stress resistance and Mn‐superoxide dismutase gene expression in *Caenorhabditis elegans* . The FASEB Journal, 13, 1385–1393.10428762

[acel14246-bib-0030] Hotzi, B. , Kosztelnik, M. , Hargitai, B. , Takács‐Vellai, K. , Barna, J. , Bördén, K. , Málnási‐Csizmadia, A. , Lippai, M. , Ortutay, C. , Bacquet, C. , Pasparaki, A. , Arányi, T. , Tavernarakis, N. , & Vellai, T. (2018). Sex‐specific regulation of aging in *Caenorhabditis elegans* . Aging Cell, 17, e12724.29493066 10.1111/acel.12724PMC5946081

[acel14246-bib-0031] Howard, A. C. , Rollins, J. , Snow, S. , Castor, S. , & Rogers, A. N. (2016). Reducing translation through eIF4G/IFG‐1 improves survival under ER stress that depends on heat shock factor HSF‐1 in *Caenorhabditis elegans* . Aging Cell, 15, 1027–1038.27538368 10.1111/acel.12516PMC5114698

[acel14246-bib-0032] Hsu, A.‐L. , Murphy, C. T. , & Kenyon, C. (2003). Regulation of aging and age‐related disease by DAF‐16 and heat‐shock factor. Science, 300, 1142–1145.12750521 10.1126/science.1083701

[acel14246-bib-0033] Imanikia, S. , Özbey, N. P. , Krueger, C. , Casanueva, M. O. , & Taylor, R. C. (2019). Neuronal XBP‐1 activates intestinal lysosomes to improve Proteostasis in *C*. *elegans* . Current Biology, 29, 2322–2338.e7.31303493 10.1016/j.cub.2019.06.031PMC6658570

[acel14246-bib-0034] Joutsen, J. , & Sistonen, L. (2019). Tailoring of Proteostasis networks with heat shock factors. Cold Spring Harbor Perspectives in Biology, 11, a034066.30420555 10.1101/cshperspect.a034066PMC6442201

[acel14246-bib-0035] Jung, R. , Lechler, M. C. , Fernandez‐Villegas, A. , Chung, C. W. , Jones, H. C. , Choi, Y. H. , Thompson, M. A. , Rödelsperger, C. , Röseler, W. , Kaminski Schierle, G. S. , Sommer, R. J. , & David, D. C. (2023). A safety mechanism enables tissue‐specific resistance to protein aggregation during aging in *C*. *elegans* . PLoS Biology, 21, e3002284.37708127 10.1371/journal.pbio.3002284PMC10501630

[acel14246-bib-0036] Kerry, S. , TeKippe, M. , Gaddis, N. C. , & Aballay, A. (2006). GATA transcription factor required for immunity to bacterial and fungal pathogens. PLoS One, 1, e77.17183709 10.1371/journal.pone.0000077PMC1762309

[acel14246-bib-0037] Khan, S. , Rammeloo, A. W. , & Heikkila, J. J. (2012). Withaferin a induces proteasome inhibition, endoplasmic reticulum stress, the heat shock response and acquisition of thermotolerance. PLoS One, 7, e50547.23226310 10.1371/journal.pone.0050547PMC3511540

[acel14246-bib-0038] Kourtis, N. , Nikoletopoulou, V. , & Tavernarakis, N. (2012). Small heat‐shock proteins protect from heat‐stroke‐associated neurodegeneration. Nature, 490, 213–218.22972192 10.1038/nature11417

[acel14246-bib-0039] Kourtis, N. , & Tavernarakis, N. (2011). Cellular stress response pathways and ageing: Intricate molecular relationships. The EMBO Journal, 30, 2520–2531.21587205 10.1038/emboj.2011.162PMC3155297

[acel14246-bib-0040] Kovács, D. , Kovács, M. , Ahmed, S. , & Barna, J. (2022). Functional diversification of heat shock factors. Biologia Futura, 73, 427–439.36402935 10.1007/s42977-022-00138-z

[acel14246-bib-0041] Kyriakou, E. , Taouktsi, E. , & Syntichaki, P. (2022). The thermal stress coping network of the nematode *Caenorhabditis elegans* . International Journal of Molecular Sciences, 23, 14907.36499234 10.3390/ijms232314907PMC9737000

[acel14246-bib-0042] Labbadia, J. , & Morimoto, R. I. (2015). Repression of the heat shock response is a programmed event at the onset of reproduction. Molecular Cell, 59, 639–650.26212459 10.1016/j.molcel.2015.06.027PMC4546525

[acel14246-bib-0043] Lamech, L. T. , & Haynes, C. M. (2015). The unpredictability of prolonged activation of stress response pathways. The Journal of Cell Biology, 209, 781–787.26101215 10.1083/jcb.201503107PMC4477854

[acel14246-bib-0044] Lehrbach, N. J. , & Ruvkun, G. (2016). Proteasome dysfunction triggers activation of SKN‐1A/Nrf1 by the aspartic protease DDI‐1. eLife, 5, e17721.27528192 10.7554/eLife.17721PMC4987142

[acel14246-bib-0045] Lehrbach, N. J. , & Ruvkun, G. (2019). Endoplasmic reticulum‐associated SKN‐1A/Nrf1 mediates a cytoplasmic unfolded protein response and promotes longevity. eLife, 8, e44425.30973820 10.7554/eLife.44425PMC6459674

[acel14246-bib-0046] Li, J. , Labbadia, J. , & Morimoto, R. I. (2017). Rethinking HSF1 in stress, development, and organismal health. Trends in Cell Biology, 27, 895–905.28890254 10.1016/j.tcb.2017.08.002PMC5696061

[acel14246-bib-0047] Lithgow, G. J. , White, T. M. , Melov, S. , & Johnson, T. E. (1995). Thermotolerance and extended life‐span conferred by single‐gene mutations and induced by thermal stress. Proceedings of the National Academy of Sciences, 92, 7540–7544.10.1073/pnas.92.16.7540PMC413757638227

[acel14246-bib-0048] López‐Otín, C. , Blasco, M. A. , Partridge, L. , Serrano, M. , & Kroemer, G. (2023). Hallmarks of aging: An expanding universe. Cell, 186, 243–278.36599349 10.1016/j.cell.2022.11.001

[acel14246-bib-0049] Lőw, P. , Varga, Á. , Pircs, K. , Nagy, P. , Szatmári, Z. , Sass, M. , & Juhász, G. (2013). Impaired proteasomal degradation enhances autophagy via hypoxia signaling in drosophila. BMC Cell Biology, 14, 29.23800266 10.1186/1471-2121-14-29PMC3700814

[acel14246-bib-0050] McColl, G. , Rogers, A. N. , Alavez, S. , Hubbard, A. E. , Melov, S. , Link, C. D. , Bush, A. I. , Kapahi, P. , & Lithgow, G. J. (2010). Insulin‐like signaling determines survival during stress via posttranscriptional mechanisms in *C. elegans* . Cell Metabolism, 12, 260–272.20816092 10.1016/j.cmet.2010.08.004PMC2945254

[acel14246-bib-0051] McGhee, J. D. , Fukushige, T. , Krause, M. W. , Minnema, S. E. , Goszczynski, B. , Gaudet, J. , Kohara, Y. , Bossinger, O. , Zhao, Y. , Khattra, J. , Hirst, M. , Jones, S. J. M. , Marra, M. A. , Ruzanov, P. , Warner, A. , Zapf, R. , Moerman, D. G. , & Kalb, J. M. (2009). ELT‐2 is the predominant transcription factor controlling differentiation and function of the *C. elegans* intestine, from embryo to adult. Developmental Biology, 327, 551–565.19111532 10.1016/j.ydbio.2008.11.034PMC2706090

[acel14246-bib-0052] Mi, H. , Ebert, D. , Muruganujan, A. , Mills, C. , Albou, L.‐P. , Mushayamaha, T. , & Thomas, P. D. (2021). PANTHER version 16: A revised family classification, tree‐based classification tool, enhancer regions and extensive API. Nucleic Acids Research, 49, D394–D403.33290554 10.1093/nar/gkaa1106PMC7778891

[acel14246-bib-0053] Morimoto, R. I. (2020). Cell‐nonautonomous regulation of Proteostasis in aging and disease. Cold Spring Harbor Perspectives in Biology, 12, a034074.30962274 10.1101/cshperspect.a034074PMC7111247

[acel14246-bib-0054] Morton, E. (2013). Regulation and dynamic behavior of the heat shock transcription factor Hsf‐1 in *C. elegans* . In Doctoral Dissertation. University of Pennsylvania.

[acel14246-bib-0055] Morton, E. A. , & Lamitina, T. (2013). *Caenorhabditis elegans* HSF‐1 is an essential nuclear protein that forms stress granule‐like structures following heat shock. Aging Cell, 12, 112–120.23107491 10.1111/acel.12024PMC3552056

[acel14246-bib-0056] Oliveros, J. C. (2015). Venny 2.1. 0. An interactive tool for comparing lists with Venn's diagrams. BioinfoGP of CNB‐CSIC .

[acel14246-bib-0057] Panek, J. , Gang, S. S. , Reddy, K. C. , Luallen, R. J. , Fulzele, A. , Bennett, E. J. , & Troemel, E. R. (2020). A cullin‐RING ubiquitin ligase promotes thermotolerance as part of the intracellular pathogen response in *Caenorhabditis elegans* . Proceedings of the National Academy of Sciences, 117, 7950–7960.10.1073/pnas.1918417117PMC714857832193347

[acel14246-bib-0058] Perić, M. , Bou Dib, P. , Dennerlein, S. , Musa, M. , Rudan, M. , Lovrić, A. , Nikolić, A. , Šarić, A. , Sobočanec, S. , Mačak, Ž. , Raimundo, N. , & Kriško, A. (2016). Crosstalk between cellular compartments protects against proteotoxicity and extends lifespan. Scientific Reports, 6, 28751.27346163 10.1038/srep28751PMC4921836

[acel14246-bib-0059] Pirkkala, L. , Alastalo, T. P. , Zuo, X. , Benjamin, I. J. , & Sistonen, L. (2000). Disruption of heat shock factor 1 reveals an essential role in the ubiquitin proteolytic pathway. Molecular and Cellular Biology, 20, 2670–2675.10733569 10.1128/mcb.20.8.2670-2675.2000PMC85482

[acel14246-bib-0060] Prahlad, V. , Cornelius, T. , & Morimoto, R. I. (2008). Regulation of the cellular heat shock response in *Caenorhabditis elegans* by thermosensory neurons. Science, 320, 811–814.18467592 10.1126/science.1156093PMC3429343

[acel14246-bib-0061] Reddy, K. C. , Dror, T. , Sowa, J. N. , Panek, J. , Chen, K. , Lim, E. S. , Wang, D. , & Troemel, E. R. (2017). An intracellular pathogen response pathway promotes proteostasis in *C. elegans* . Current Biology, 27, 3544–3553.e5.29103937 10.1016/j.cub.2017.10.009PMC5698132

[acel14246-bib-0062] Reddy, K. C. , Dror, T. , Underwood, R. S. , Osman, G. A. , Elder, C. R. , Desjardins, C. A. , Cuomo, C. A. , Barkoulas, M. , & Troemel, E. R. (2019). Antagonistic paralogs control a switch between growth and pathogen resistance in *C. elegans* . PLoS Pathogens, 15, e1007528.30640956 10.1371/journal.ppat.1007528PMC6347328

[acel14246-bib-0063] Revtovich, A. V. , Lee, R. , & Kirienko, N. V. (2019). Interplay between mitochondria and diet mediates pathogen and stress resistance in *Caenorhabditis elegans* . PLoS Genetics, 15, e1008011.30865620 10.1371/journal.pgen.1008011PMC6415812

[acel14246-bib-0064] Richardson, C. E. , Kooistra, T. , & Kim, D. H. (2010). An essential role for XBP‐1 in host protection against immune activation in *C. elegans* . Nature, 463, 1092–1095.20182512 10.1038/nature08762PMC2834299

[acel14246-bib-0065] Roos‐Mattjus, P. , & Sistonen, L. (2021). Interplay between mammalian heat shock factors 1 and 2 in physiology and pathology. The FEBS Journal, 289, 7710–7725.34478606 10.1111/febs.16178

[acel14246-bib-0066] Shen, X. , Ellis, R. E. , Sakaki, K. , & Kaufman, R. J. (2005). Genetic interactions due to constitutive and inducible gene regulation mediated by the unfolded protein response in *C. elegans* . PLoS Genetics, 1, e37.16184190 10.1371/journal.pgen.0010037PMC1231716

[acel14246-bib-0067] Sigmond, T. , Barna, J. , Tóth, M. L. , & Takács‐Vellai, K. (2008). Autophagy in *Caenorhabditis elegans* . Methods in Enzymology, 451, 521–540.19185738 10.1016/S0076-6879(08)03230-8

[acel14246-bib-0068] Sigmond, T. , & Vellai, T. (2023). Lysosomal alteration links food limitation to longevity. Nature Aging, 3, 1048–1050.37620583 10.1038/s43587-023-00483-1

[acel14246-bib-0069] Somogyvári, M. , Khatatneh, S. , & Sőti, C. (2022). Hsp90: From cellular to organismal proteostasis. Cells, 11, 2479.36010556 10.3390/cells11162479PMC9406713

[acel14246-bib-0070] Steinkraus, K. A. , Smith, E. D. , Davis, C. , Carr, D. , Pendergrass, W. R. , Sutphin, G. L. , Kennedy, B. K. , & Kaeberlein, M. (2008). Dietary restriction suppresses proteotoxicity and enhances longevity by an hsf‐1‐dependent mechanism in *Caenorhabditis elegans* . Aging Cell, 7, 394–404.18331616 10.1111/j.1474-9726.2008.00385.xPMC2709959

[acel14246-bib-0071] Sturm, Á. , Saskői, É. , Hotzi, B. , Tarnóci, A. , Barna, J. , Bodnár, F. , Sharma, H. , Kovács, T. , Ari, E. , Weinhardt, N. , Kerepesi, C. , Perczel, A. , Ivics, Z. , & Vellai, T. (2023). Downregulation of transposable elements extends lifespan in *Caenorhabditis elegans* . Nature Communications, 14, 5278.10.1038/s41467-023-40957-9PMC1046561337644049

[acel14246-bib-0072] Sturm, Á. , Saskoi, É. , Tibor, K. , Weinhardt, N. , & Vellai, T. (2018). Highly efficient RNAi and Cas9‐based auto‐cloning systems for *C. elegans* research. Nucleic Acids Research, 46, e105.29924347 10.1093/nar/gky516PMC6158509

[acel14246-bib-0073] Subramanian, A. , Tamayo, P. , Mootha, V. K. , Mukherjee, S. , Ebert, B. L. , Gillette, M. A. , Paulovich, A. , Pomeroy, S. L. , Golub, T. R. , Lander, E. S. , & Mesirov, J. P. (2005). Gene set enrichment analysis: A knowledge‐based approach for interpreting genome‐wide expression profiles. Proceedings of the National Academy of Sciences, 102, 15545–15550.10.1073/pnas.0506580102PMC123989616199517

[acel14246-bib-0074] Sutphin, G. L. , & Kaeberlein, M. (2009). Measuring *Caenorhabditis elegans* life span on solid media. Journal of Visualized Experiments, 27, e1152.10.3791/1152PMC279429419488025

[acel14246-bib-0075] Taylor, R. C. , & Dillin, A. (2013). XBP‐1 is a cell‐nonautonomous regulator of stress resistance and longevity. Cell, 153, 1435–1447.23791175 10.1016/j.cell.2013.05.042PMC4771415

[acel14246-bib-0076] Taylor, R. C. , & Hetz, C. (2020). Mastering organismal aging through the endoplasmic reticulum proteostasis network. Aging Cell, 19, e13265.33128506 10.1111/acel.13265PMC7681052

[acel14246-bib-0077] Vellai, T. (2021). How the amino acid leucine activates the key cell‐growth regulator mTOR. Nature, 596, 192–194.34290413 10.1038/d41586-021-01943-7

[acel14246-bib-0078] Vellai, T. , Takács‐Vellai, K. , Sass, M. , & Klionsky, D. J. (2009). The regulation of aging: Does autophagy underlie longevity? Trends in Cell Biology, 19, 487–494.19726187 10.1016/j.tcb.2009.07.007PMC2755611

[acel14246-bib-0079] Whitesell, L. , & Lindquist, S. (2009). Inhibiting the transcription factor HSF1 as an anticancer strategy. Expert Opinion on Therapeutic Targets, 13, 469–478.19335068 10.1517/14728220902832697

[acel14246-bib-0080] Xia, Y. , Li, K. , Li, J. , Wang, T. , Gu, L. , & Xun, L. (2019). T5 exonuclease‐dependent assembly offers a low‐cost method for efficient cloning and site‐directed mutagenesis. Nucleic Acids Research, 47, e15.30462336 10.1093/nar/gky1169PMC6379645

[acel14246-bib-0081] Yang, W. , Dierking, K. , Rosenstiel, P. C. , & Schulenburg, H. (2016). GATA transcription factor as a likely key regulator of the *Caenorhabditis elegans* innate immune response against gut pathogens. Zoology (Jena, Germany), 119, 244–253.27372411 10.1016/j.zool.2016.05.013

[acel14246-bib-0082] Young, J. T. F. , & Heikkila, J. J. (2010). Proteasome inhibition induces hsp30 and hsp70 gene expression as well as the acquisition of thermotolerance in Xenopus laevis A6 cells. Cell Stress & Chaperones, 15, 323–334.19838833 10.1007/s12192-009-0147-4PMC2866991

[acel14246-bib-0083] Yue, S. , Zhu, J. , Zhang, M. , Li, C. , Zhou, X. , Zhou, M. , Ke, M. , Busuttil, R. W. , Ying, Q. , Kupiec‐Weglinski, J. W. , Xia, Q. , & Ke, B. (2016). The myeloid HSF1‐Β‐catenin Axis regulates NLRP3 Inflammasome activation in mouse liver ischemia/reperfusion injury. Hepatology, 64, 1683–1698.27474884 10.1002/hep.28739PMC5074868

[acel14246-bib-0084] Zevian, S. C. , & Yanowitz, J. L. (2014). Methodological considerations for heat shock of the nematode *Caenorhabditis elegans* . Methods, 68, 450–457.24780523 10.1016/j.ymeth.2014.04.015PMC4112136

[acel14246-bib-0085] Zhang, W. H. , Koyuncu, S. , & Vilchez, D. (2022). Insights into the links between proteostasis and aging from *C. elegans* . Frontiers in Aging, 3, 854157.35821832 10.3389/fragi.2022.854157PMC9261386

# Supplementary material for: Age‐dependent heat shock hormesis to HSF‐1 deficiency suggests a compensatory mechanism mediated by the unfolded protein response and innate immunity in young Caenorhabditis elegans
**Source:** Aging Cell. 2024 Jun 19;23(10):e14246. doi: 10.1111/acel.14246
**Supplement:** Supplementary file 23 — Table S18.

**Quantitative real-time PCR**

| **Gene name** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *cdc-42* | 5’-CTTCGACAATTACGCCGTCAC-3’ | 5’-CGAAATTTCAGGCACCCATTTTTC-3’ |
| *hsp-70a* | 5’-CGGTATTTATCAAAATGGAAAGGTT-3’ | 5’-TACGAGCGGCTTGATCTTTT-3’ |
| *hsp-70b* | 5’-TGCACCAATCTGGACAATCT-3’ | 5’-TCCAGCAGTTCCAGGATTTC-3’ |
| *hsp-16.2* | 5’-TCCATCTGAGTCTTCTGAGATTGTTA-3’ | 5’-TCTTTCTTTGGCGCTTCAAT-3’ |
| *hsp-16.11* | 5’-GGCTCAGATGGAACGTCAA-3’ | 5’-GCTTGAACTGCGAGACATTG-3’ |
| *lips-11* | 5’-GGTCAACCGGAATTGCTGAAA-3’ | 5’-ATATTGCTGTGCACTGAGGC-3’ |
| *asp-8* | 5’-GGACTAGTTGCCCTCTGCTC-3’ | 5’-CTGTCCGTAGCGTCCTTCTC-3’ |
| *osg-1* | 5’-AAACGTGTCGACAGTACCCC-3’ | 5’-CACCGCTGCATTACCGATTG-3’ |
| *pals-6* | 5’-GTTGGTCAGGCACAGGAGAA-3’ | 5’-AGCCGATGCATCACTTCCAT-3’ |
| *skr-5* | 5’-AGCAGCGAAGAGCAAGATGT-3’ | 5’-AATGGAATTGGTTCGCGCTG-3’ |
| *warf-1* | 5’-AATGCAAGATCACCAGCCGA-3’ | 5’-CCTTGTCCAGAGTGAGCGTT-3’ |
| *sod-3* | 5’-CACTGCTTCAAAGCTTGTTC-3’ | 5’-ATGGGAGATCTGGGAGAGT-3’ |
| *calu-1* | 5’-TTTCAAGGGAAAGGAACATGAC-3’ | 5’-CTTGGCAAGCTTCTCCTTTG-3’ |
| *lys-7* | 5’-GTCTCCAGAGCCAGACAATCC-3’ | 5’-CCACCGCTGTACACATTCCA-3’ |

**RNA interference**

| **Gene name** | **Forward primer** | **Reverse primer** | **Restriction enzyme sites used** |
| --- | --- | --- | --- |
| *atg-7* | 5'-TATTCTAGACTCGATGAGACGCCAAAGTG-3' | 5'-TATAAGCTTCGAAATGTGACGAACTCCCC-3' | XbaI and HindIII |
| *atg-18* | 5'-ATTTCTAGATCAGAAGGATCCACGAGTGC-3' | 5’-TGGCTCATTGGTGGGAAGTC-3’ | XbaI and HindIII |
| *ire-1* | 5’-CGGAATTCGATTAGCAGGAACCGATGGC-3’ | 5’-CGGAATTCTTGCTCGACAGGTTTTGGTG-3’ | EcoRI |
| *pek-1* | 5’-ATGGATCCTCGATTCGTGCAATGGACAC-3’ | 5’-ATGGATCCATCATCTGTCGGTGCAAACG-3’ | BamHI |
| *atf-6* | 5’-TATCTGCAGTACCTCAGAGAAGAACCGGC-3’ | 5’-TATCTGCAGTTGAACCGCCAATGTCTGTG-3’ | PstI |
| *elt-2* | 5’-ATATAGATCTACGCATCTCCAATTGAACGG-3’ | 5’-ATATTCTAGAGGAACCATCATCAACCCAGC-3’ | BglII and XbaI |
| *pals-22* | 5’-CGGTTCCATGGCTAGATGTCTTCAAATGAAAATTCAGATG-3’ | 5’-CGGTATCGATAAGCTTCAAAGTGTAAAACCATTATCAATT-3’ | TEDA cloning |
| *xbp-1* | 5’-TATCTGCAGGCCACAGCCTCAGAGAATGG-3’ | 5’-TATGTCGACAACAAGACGCTGCATAACCG-3‘ | PstI and SalI |

***C. elegans* strains**

Wild-type N2 Bristol isolate

PS3551 *hsf-1(sy441)* I.

TTV450 *hsf-1(sy441)* I.

RB545 *pek-1(ok275)* X.

TTV827 *pek-1(ok275)* X*.*; *hsf-1 (sy441)* I*.*

RB925 *ire-1(ok799)* II.

TTV833 *ire-1(ok799)* II*.; hsf-1 (sy441)* I.

TJ375 *gpIs1[hsp-16.2p::gfp]*

TTV858 *gpIs1[hsp-16.2p::gfp]; hsf-1(sy441)* I*.*

SJ4005 *zcIs4[hsp-4p::gfp]*

TTV448 *hsf-1(sy441) I.; zcIs4[hsp-4p::gfp]*

MAH215 *sqls11[lgg-1 p::mCherry::gfp::lgg-1+rol-6]*

TTV673 *slqs11[lgg-1 p::mCherry::gfp::lgg-1 + rol-6]; hsf-1(sy441)* I.

CF1553 *muls84 [sod-3p::gfp; rol6(su1006)]*

TTV793 *muls84 [sod-3p::gfp; rol6(su1006)]; hsf-1(sy441)*I*.*

VC893 *atg-18 (gk378)* V.

TTV758 *atg-18 (gk378)* V*.; hsf-1(sy441)* I.

DR26 *daf-16(m26)* I.

AGD927 *uthIs270* [*rab-3p::xbp-1s* (constitutively active) + *myo-2p::tdTomato*].

TTV950 *hsf-1(sy441)*; *uthIs270* [*rab-3p::xbp-1s (constitutively active) + myo-2p::tdTomato*]*.*

How the deposited data were processed for this re-analysis (not part of the article)

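RNA of whole day 1 adult *C. elegans* was measured in 12 libraries, 3 each of wild type (N2) and *hsf-1*(*sy441*) mutants kept at 20 °C, and of both genotypes after 30 min at 35 °C and 1 h of recovery at 20 °C. As deposited, the values are raw read counts per gene for 46934 genes, made by the authors with FastQC, HISAT2 and HTSeq on the WBcel235 genome build; neither tool versions nor the annotation release, the strand setting or the handling of reads that map to several genes are given. The counts were checked to be whole numbers with totals that differ between libraries. Of the genes, 46924 are in the annotation of WBcel235 used for positions, and 2774 that had no symbol were given one where possible (2 from a table of gene names, 95 from the paper's supplement and 2641 from the annotated gene at the same coordinates), while 36 kept their identifier. The conditions of the libraries are those of the sample titles, in which K was read as control. The titles call the replicates biological; whether they are separate cultures, and whether replicates with the same number belong together across groups, is not stated.

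Total counts had medians of 75807956 in wild type at 20 °C (74630981 to 82355523), 85823754 in the mutants at 20 °C (81092647 to 90082126), 85982301 in heat-shocked wild type (78435253 to 109248499) and 73987816 in heat-shocked mutants (68188334 to 76816739). All analyses used R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 on the 4 groups, which kept 17946 genes. Counts were scaled by TMM, and a single quasi-likelihood model with 1 mean per group was fitted to all 12 libraries with robust estimation of the spread. The 5 comparisons were mutants against wild type at 20 °C and after heat shock, heat shock against control in each genotype, and the interaction of genotype and heat shock. Genes at a Benjamini-Hochberg adjusted p under 0.05 were called. Standard errors were derived from the fold change and its F value. Log2 CPM for the principal components used a prior count of 2. Counts were simulated for all 12 libraries with changes in the untreated mutants, each gene drawn independently and without shifts shared by a library's genes. The changed genes had a mean of at least 1 CPM, so recovery below that level was not simulated. For mutants against wild type at 20 °C, edgeR recovered 19 of 100 genes changed 2-fold and 72 of 100 changed 4-fold with 10 false calls. DESeq2 recovered 34 and 89 with 46 false calls. An absent call thus says little about 2-fold changes.

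For 28 lists of genes, camera of limma 3.58.1 compared each list with all other genes at a preset correlation of 0.01, adjusted over the lists of a comparison. Of the lists, 25 were written before the data were examined, although some of them hold genes that the paper names from the same samples. The lists of genes upregulated in *skn-1*(*RNAi*) animals, of genes induced by ER stress and of extracellular regulators of proteostasis came from the paper's supplement. The overlap of these 3 with the genes higher in the mutants was tested by a one-sided Fisher's exact test against all tested genes. Most genes named in the text were drawn by a rule set before the data were examined, and not every gene that it covers is given. The rule covers every gene the paper names for the comparison. It also covers the 10 largest rises and 5 largest falls among called genes. For these, a mean of at least 1 CPM in the higher group and no overlap between libraries were required. Each list gave up to 4 called members with the smallest adjusted p, or up to 2 by p where none was called. Values in Tables S4, S5, S8 and S9 of the paper had been seen when the rule was set. Fold changes against a group without counts are lower bounds against a floor of 3 counts over the group.

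The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, RLE factors in edgeR, no filter beyond 1 count in 1 library, no robust estimation, only the libraries of the groups compared, the replicate number as a block, a log2 fold change of at least 1 in size, leaving out each library in turn, and for the lists a correlation estimated from the data. Chosen after seeing the data were the newer form of the quasi-likelihood fit (legacy=FALSE), leaving out N2 control replicate 3 with N2 heat shock replicate 1, leaving out sy441 control replicate 1 with sy441 heat shock replicate 1, and a fit of the mutant libraries alone with the replicate number as a block. Genes upregulated in *pals-22*(*jy3*) mutants and after RNAi of *hsf-1*, and gene ontology terms, were left out, since the lists were at hand only in part or not at all. The microscopy, qPCR and lifespan data of the paper were not analysed here.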

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

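Tests of shared msp reads, ribosomal RNA, larvae, males, scaling, N2 control replicate 3 and linkage to *hsf-1* were chosen after the results were seen; the test by expression level and the other splits of the samples were not.

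Sperm genes, of which the paper names none while it reports a term of male meiosis as overrepresented, had a median log2 fold change of 3.93 in *hsf-1*(*sy441*) mutants at 20 °C. Of the list's genes, 0 are in another list, and its *msp* genes together had 151 to 349 CPM in the mutant libraries and 1.67 to 23.4 CPM in wild type. Shared reads between *msp* genes are argued against by the sperm genes outside that family (median 1.64, 1.4 to 1.71 when each library is left out), and ribosomal RNA by the median of 3.97 without the 2 libraries richest in it. Larvae or males among the mutants remain possible: larval genes had a median of -0.313 from a wild-type median of 9.56 CPM, which would hide a small share, and male markers had -0.208, with 6 of 6 under 1 CPM. More sperm in the adults, from the genotype or its pace of reproduction, may be a biological explanation. So may slower development of the mutants. The paper raised it for their heat tolerance, and found that tolerance above the controls at each time after egg laying that it tested. Neither explanation of the sperm genes was tested on these libraries.

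Of the genes called at 20 °C in the mutants, 91.4% were higher. Low counts as the cause are argued against by the genes above the median of mean expression. There 86.8% of the calls were higher (601 against 91), and below the median the calls were 519 against 15. Without N2 control replicate 3 the share was 84.2%. In that fit the median log2 fold change over all tested genes was 0.31, against 0.13 with all libraries, so it cannot separate this library from scaling. Over the 6 fits that leave out 1 library, the share ran from 73.4% without N2 control replicate 1 to 93.3% without sy441 control replicate 2. Scaling remains open in part: with the median log2 fold change set to 0, 824 genes were higher and 323 lower (71.8% higher), so its choice moves the share. A wider rise of gene expression in the mutants may be the biological explanation, and was not tested.

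Of the genes called higher in the mutants, 332 were called at both temperatures, in libraries that the comparisons do not share; since mutant libraries of equal replicate number correlate (0.34, 0.34 and 0.2), as do N2 control replicate 3 and N2 heat shock replicate 1 (0.54), the comparisons are not independent. Variants linked to *hsf-1* that act only on genes near them are argued against as the whole cause, since 25 of the 332 (7.53%) lie within 2 Mb of *hsf-1*. This is more than the 3.84% of tested genes that lie there (p = 0.00132, two-sided Fisher's exact test), so linkage may account for a few. The positions cannot tell a linked variant that acts on genes elsewhere from the *hsf-1* allele. Variants elsewhere in the genome were not tested, and an effect of the *hsf-1* allele itself stays open as well.

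Heat shock changed *gst-36* (WBGene00001784, chromosome X from 9861646 to 9862960), a glutathione S-transferase gene, differently in the genotypes (log2 fold change -3.08, edgeR adjusted p = 0.00124 for the interaction): from 14.4, 15.8 and 14.8 to 114, 139 and 160 CPM in wild type, and from 28.9, 23.7 and 28.3 to 32.9, 22.5 and 32.3 CPM in the mutants, with the call present in all 12 fits that leave out 1 library. *C01G5.3* also differed (edgeR adjusted p = 0.0391), with no count in untreated wild type and 1.9, 1.31 and 1.22 CPM after heat shock, against 0.145, 0.23 and 0.226 and then 0.105, 0.254 and 0.0979 CPM in the mutants; the call ended in 9 of the 12 fits, where its adjusted p reached 0.238. Of 100 splits of the heat shock labels within genotype, 7 gave at least the 2 calls of the real one, which is 1 of them; the other 6 all keep untreated and heat-shocked wild type apart and so carry the wild-type effect of heat shock, for which reason this count leaves open whether chance can be excluded and says nothing against *gst-36*. The highest other, 510, labels all untreated mutants with heat-shocked wild type, which points to the structure of the samples, since it adds both heat shock effects.

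At 20 °C, in genes that the paper does not discuss, *C38D9.2* had a log2 fold change of 10.4 in the mutants, *AC8.10* was at least 800-fold higher and *C54E10.1* at least 164-fold higher, the last of these in all 6 fits that leave out 1 library and *AC8.10* in 0 of them. For the other comparisons, 3 libraries against 3 make 10 splits, too few for a share under 0.05: the real split gave 1226 calls at 20 °C (highest other 1), 180 in wild type after heat shock (1), 102 in the mutants after heat shock (0) and 485 between the heat-shocked groups (0), each the highest, at 1 of 10.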

How the results depend on the processing

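The newer form of the fit, both fits without a pair of libraries and the blocked fit of the mutant libraries alone were chosen after seeing the data. With RLE factors, without the filter, without robust estimation and with a log2 fold change of at least 1 in size, the number of called genes stayed within 1.5 times its value in all 5 comparisons. DESeq2 called 2555 genes at 20 °C, 530 and 420 after heat shock in wild type and mutants, 1517 between the heat-shocked groups and 33 in the interaction. It tests more genes. It also had more false calls in the simulation, which held no shifts shared by a library's genes and so cannot say why DESeq2 called more here. With only the groups compared, 341 genes were called at 20 °C and 112 for heat shock in wild type, from fewer libraries. The newer form called 165 for heat shock in the mutants and 982 between the heat-shocked groups; without N2 control replicate 3 and N2 heat shock replicate 1, 2364 and, for heat shock in the mutants, 248; without sy441 control replicate 1 and sy441 heat shock replicate 1, 284 at 20 °C, 304 between the heat-shocked groups and 1 in the interaction. The replicate block of all 12 libraries imposes a pairing that the mutant libraries show (0.34, 0.34 and 0.2 for equal numbers) and the wild-type libraries do not (-0.36, 0.22 and -0.32, with replicates 1 and 3 closest to each other's number), so a call lost with it is no sign of a weaker effect. It left 1 call in the interaction, and the blocked fit of the mutant libraries called 619. Leaving out 1 library gave 280 to 1373 calls at 20 °C (fewest without sy441 control replicate 1, most without N2 control replicate 3), 91 to 178 and 45 to 125 for heat shock in wild type and mutants, 140 to 234 between the heat-shocked groups and 1 to 4 in the interaction. Apart from the fewer libraries, the cause was not tested.

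The overlap with the ER stress list had p = 0.11 with the replicate block, and 0.000515 to 0.649 when 1 library was left out, under the expected number without N2 control replicate 2 (all by Fisher's exact test); that with the extracellular list had 0.00404 with DESeq2, 0.019 without filter and 0.0165 to 1 (without sy441 control replicate 1) when 1 library was left out; the cause was not tested. The overlap with the *skn-1*(*RNAi*) list stayed under 0.05 in every alternative run. Limma's camera called 13, 7, 11, 14 and 6 gene lists in the 5 comparisons, and an estimated correlation left 0, 2, 1, 0 and 0 of them. At 20 °C the estimates ran from -0.0324 for lysozymes to 0.944 for yolk, with 0.487 for sperm and 0.31 for muscle, against the preset 0.01. Where the estimate is above the preset, the p-values of camera at the preset are too small for that correlation. At the preset, leaving out 1 library gave 6 to 15 called lists for heat shock in the mutants, 9 to 19 between the heat-shocked groups and 4 to 12 in the interaction, which had 10 without the N2 pair named above. For the interaction, the intestinal pathogen response effectors ranged from an adjusted p of 2.15e-08 to 0.649, with the sign turned without sy441 control replicate 1; the cause was not tested. Genes such as the 1 matched to *fbxa-58* were too low to be tested.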

Differences from the paper's values

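No value that the paper states and that was computed here differed from it by the margins set: 1120 genes were higher and 106 lower at 20 °C, where the paper gives 1116 and 72, with a low-count filter whose threshold the paper does not state. Of the paper's 1116 genes, 1088 were also called here, as were all 72 lower ones.

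Of the 32 genes shown in Figure 4c as higher in heat-shocked mutants, 30 were called here. The paper lists *kin-5* among them, which was not called here in any setting run (log2 fold change 1.6, edgeR adjusted p = 0.237), and *ins-7* (2.38, 0.051), which was called with DESeq2, with RLE factors, with the replicate block and without sy441 heat shock replicate 2, and also with the newer form of the fit, chosen after seeing the values. The paper describes a stronger induction of hsp-70b in the mutants from RNA sequencing and from qPCR on separate RNA, and the qPCR was not analysed here. For *F44E5.4* the interaction in the RNA sequencing had a log2 value of 2.15 (edgeR adjusted p = 1), with the same sign and no call. The paper shows this gene as higher after heat shock in both genotypes (Figure 3c), while edgeR did not call it in wild type here. The paper names *fbxa-58* among the genes higher at 20 °C. The gene given that symbol here by its coordinates had 13 counts over the 12 libraries and was not tested. All 1116 genes that the paper lists as higher were tested, so this gene is not one of them. The symbol may stand for another gene in the paper, so this is no difference in values.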

Other observations

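In *hsf-1*(*sy441*) mutants at 20 °C, 5 of 27 genes of fatty acid synthesis and oxidation were higher and none lower (14 higher when adjusted over the list alone; median log2 fold change 0.738; by limma's camera adjusted p = 0.0039, and adjusted p = 0.561 with an estimated correlation): the thiolase gene *daf-22* (1.24), the desaturase genes *fat-7* (2.36) and *fat-2* (1.36), and *dhs-28* (1.11). Of 12 intestine genes, 5 were higher (7 when adjusted over the list alone; 0.813; by limma's camera adjusted p = 0.0046, and adjusted p = 0.475 with an estimated correlation), among them the intermediate filament genes *ifc-2* (1.4) and *ifb-2* (0.77), *asp-1* (1.2) and the actin gene *act-5* (0.96). Without sy441 control replicate 1 neither list had a call, the medians were 0.147 and 0.463, and neither passed limma's camera (adjusted p = 0.0845 and 0.057); without N2 control replicate 1 neither had a call, at 0.466 and 0.691, and without N2 control replicate 2 there were 1 and 0 calls, at 0.52 and 0.652. Calls numbered 3 and 3 without N2 control replicate 3, 4 and 3 without sy441 control replicate 2, and 2 and 1 without sy441 control replicate 3. After heat shock in the mutants, 4 of the fat genes were lower (6 when adjusted over the list alone; adjusted p = 5.9e-09 by limma's camera, and adjusted p = 0.142 with an estimated correlation), among them the elongase gene *elo-6* (-2.59) and *acox-1.4* (-1.93, not called without sy441 heat shock replicate 2 or 3), with 1 to 3 called when 1 library was left out, and in wild type 2 (6 when adjusted over the list alone; median -0.0943; adjusted p = 4.76e-05, and adjusted p = 0.401 with an estimated correlation). Of the intestine genes, *pept-1* (-1.5 in the mutants) and the acid phosphatase gene *pho-1* (-1.22) were lower in both genotypes, the calls of *pho-1* each in only 1 of the 6 fits that leave out 1 library. The heme transporter gene *hrg-4*, outside both lists, fell by 3.4 on the log2 scale in the mutants.

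Other lists at 20 °C: 7 core histone genes were higher and 3 lower of 64 (8 and 5 when adjusted over the list alone; by limma's camera adjusted p = 0.153), which are near-identical copies; the numbers higher and lower were 0 and 3 without N2 control replicate 1, 0 and 4 without N2 control replicate 2, 4 and 0 without N2 control replicate 3, 0 and 0 without sy441 control replicate 1, 2 and 0 without sy441 control replicate 2, 0 and 2 without sy441 control replicate 3, and 4 and 0 with the replicate block. After heat shock in the mutants edgeR called 0 histone genes, with 15 higher at an unadjusted p under 0.05 and 4 by DESeq2, and a median log2 fold change of 0.424 (0.404 with genes at 0 set to their bound; by limma's camera adjusted p = 1.53e-08, and adjusted p = 0.314 with an estimated correlation). Of 31 larval moult and cuticle genes at 20 °C 1 was higher, *nas-37*, with the list lower by limma's camera (adjusted p = 0.00179, and adjusted p = 0.734 with an estimated correlation; 0.125 without sy441 control replicate 2), and 3 genes lower without sy441 control replicate 1. The ribosomal proteins had a median of -0.00998 at 20 °C (adjusted p = 0.0273, and adjusted p = 0.804 with an estimated correlation; edgeR called 0 of 68, with 1 lower at an unadjusted p under 0.05 and 0 by DESeq2; adjusted p = 0.0547 without N2 control replicate 1 and 0.0776 without sy441 control replicate 1, with medians from -0.266 to -0.068 when 1 library was left out and 0.0138 with the replicate block), and -0.265 for heat shock in wild type (adjusted p = 8.09e-09, and adjusted p = 0.719 with an estimated correlation). Of 26 heat shock protein genes at 20 °C, *hsp-43* (2.18) and *hsp-25* (0.77) were higher and *dnj-13* (-0.94) and *hsp-16.2* (-1.69) lower (by limma's camera adjusted p = 0.396); when 1 library was left out, *hsp-43* was called each time and *hsp-25* in none of the 6 fits, the call of *hsp-16.2* ended without N2 control replicate 3, sy441 control replicate 1 or sy441 control replicate 2, and that of *dnj-13* without sy441 control replicate 2.

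The lists of oxidative stress (2 of 17 higher; by limma's camera adjusted p = 0.352) and adult cuticle (1 of 8; 0.706) did not pass the test at 20 °C, with 0 oxidative stress genes called without N2 control replicate 1, N2 control replicate 2 or sy441 control replicate 1, and 0 of adult cuticle unless sy441 control replicate 2 was the one left out. edgeR called 0 genes of these lists at 20 °C: yolk (3 higher at an unadjusted p under 0.05, 0 by DESeq2; camera 0.117), oocyte and eggshell (0, 0; 0.145), zygotic embryo (4 higher and 2 lower, 1 higher and 2 lower by DESeq2; 0.352), mitochondrial UPR (1 higher, 1 higher by DESeq2; 0.93), neurons (4 higher, 0 by DESeq2; 0.954) and mitochondrially encoded genes (0, 0; 0.343). Without N2 control replicate 3, limma's camera called the oocyte list lower (adjusted p = 4.63e-06, 1 gene lower, median -0.445) and the mitochondrially encoded genes higher (adjusted p = 0.00272, median 1.23 against 0.597), and also the canonical UPR of the ER lower (0.0296); without N2 control replicate 3 and N2 heat shock replicate 1, a pair chosen after seeing the data, 6 oocyte genes were lower (1.34e-06) and 10 of 10 mitochondrially encoded genes higher (7.25e-11). The yolk list passed it without N2 control replicate 1 (0.0405), N2 control replicate 2 (0.0369) or sy441 control replicate 2 (0.0481), and had a median of 0.132 without sy441 control replicate 1. The camera direction of the canonical UPR of the ER, the ER stress list, the mitochondrial UPR and the neurons was down, where their medians were above 0 (0.0463, 0.011, 0.0276 and 0.126).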
